# Interferon‐Driven Biomarkers and Synergistic Therapy for PRMT5 Inhibition in Triple‐Negative Breast Cancer

**DOI:** 10.1002/advs.202505787

**Published:** 2025-11-19

**Authors:** Ziwen Zhang, Sheyu Zhang, Lu Guo, Yichun Pan, Juan Huang, Yishuai Ji, Jiaqi Tao, Yong Wei, Xiaojia Wang, Qin Wu

**Keywords:** biomarker, DNA damage, interferon, PRMT5, TNBC

## Abstract

Triple‐negative breast cancer (TNBC) exhibits heterogeneous responses to PRMT5 inhibition, posing challenges for therapeutic targeting. Here, using PRMT5 inhibitors, coupled with transcriptomic profiling, basal interferon (IFN) signaling is identified as a biomarker of PRMT5 inhibition sensitivity. Sensitive TNBC models are characterized by elevated DNA damage, which correlated with enriched IFN pathway activity. Pharmacologically inducing DNA damage with the PARP inhibitor Olaparib activated IFN signaling and synergistically sensitized resistant TNBC cells to PRMT5 inhibition. Comprehensive pre‐clinical validation in patient‐derived organoid (PDO) and xenograft (PDX) models demonstrated robust antitumor efficacy of this combination therapy. Moreover, this dual targeting strategy reshaped the tumor microenvironment, enhancing dendritic cell‐CD8^+^ T cell crosstalk and conferring durable antitumor immunity in vivo. This study establishes IFN‐driven transcriptional signatures as predictive biomarkers for PRMT5 inhibitor response and unveils a rational combination strategy to overcome resistance in TNBC.

## 1 Introduction

Breast cancer remains the most prevalent malignancy and a leading cause of cancer‐related mortality among women worldwide.^[^ ^1^ ^]^ Triple‐negative breast cancer (TNBC), characterized by the absence of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 (HER2), presents a formidable challenge due to its limited responsiveness to traditional endocrine and HER2‐targeted therapies.^[^ ^2^ ^]^ Despite surgery and chemotherapy being the current mainstays of TNBC treatment,^[^ ^3^ ^]^ this aggressive subtype is notorious for its high rates of distant metastasis and local recurrence, which pose significant obstacles to effective clinical management.^[^ ^4^ ^]^ Therefore, understanding the pathogenesis of TNBC and identifying new therapeutic targets are crucial for enhancing the survival and quality of life of TNBC patients.

Protein arginine methyltransferases 5 (PRMT5), a type II PRMT, catalyzes symmetric dimethylation of arginine residues on histone and non‐histone proteins, regulating transcription, RNA splicing, and DNA damage responses.^[^ ^5^, ^6^, ^7^ ^]^ PRMT5 is frequently overexpressed in TNBC, promoting tumor proliferation, survival, and metastasis.^[^ ^8^ ^]^ PRMT5 inhibitors show promising safety and efficacy, particularly in cancers with MTAP deletion or splicing dysfunction.^[^ ^9^, ^10^, ^11^, ^12^ ^]^ However, these vulnerabilities are limited to specific cancer subtypes, and reliable biomarkers for PRMT5 inhibitor sensitivity in TNBC remain undefined.

In this study, we identify the activation of the interferon (IFN) pathway as a potential biomarker for sensitivity to PRMT5 inhibitors in TNBC. We also investigate the combination of PRMT5 inhibition with olaparib, a DNA‐damaging agent, as a strategy to overcome resistance and enhance therapeutic efficacy. This combination not only sensitizes TNBC cells to PRMT5 inhibition but also modulates the tumor microenvironment, stimulating anti‐tumor immune responses. Our findings offer insights into the clinical application of PRMT5 inhibitors and provide a more precise, personalized treatment strategy for TNBC patients.

## 2 Results

### 2.1 Heterogeneous Response to PRMT5 Inhibition in TNBC

To systematically assess the responsiveness of TNBC to PRMT5 inhibition, we first evaluated the sensitivity of 15 TNBC cell lines, representing various subtypes, including basal‐like (BL1 and BL2), mesenchymal (M), and mesenchymal stem‐like (MSL)^[^ ^2^ ^]^ (Table S1, Supporting Information). These cell lines were treated with two mechanistically distinct PRMT5 inhibitors, GSK591 and LLY‐283, along with their respective inactive analogs (LLY‐284, SGC2096) as negative controls (Figure S1a, Table S2, Supporting Information). GSK591 is a substrate‐competitive inhibitor that targets the PRMT5‐MEP50 complex,^[^ ^13^ ^]^ while LLY‐283 is a cofactor‐competitive inhibitor that binds to the S‐adenosylmethionine (SAM)‐binding site of PRMT5.^[^ ^14^ ^]^ Cells were cultured until untreated controls reached confluence, and the area above the curve (AAC) was calculated across nine incremental doses, ranging from 0 to 10 µm, to reflect the relative responsiveness of each cell line to both inhibitors (Figure S1b, Supporting Information).

As expected, we observed differential responses of TNBC cells to both PRMT5 inhibitors. A subset of TNBC cells showed sensitivity, reflected by an AAC higher than 0.2. Conversely, other cell lines did not respond to PRMT5 inhibition (**Figures** **1**a; S1c, Supporting Information). While the varied AAC values indicated the heterogeneous responses to PRMT5 inhibitors, we observed similar inhibitory patterns between the two PRMT5 inhibitors, as reflected by a strong correlation of AAC values for LLY‐283 and GSK591 (Figure 1b). It is known that PRMT5 is responsible for the majority of the symmetric dimethylation of arginine (SDMA) in cells. To confirm that PRMT5 inhibitors were effective in inhibiting PRMT5 activity, we treated representative responder TNBC cell line (HCC1806) and non‐responder cell line (Hs‐578T) with 1 µm GSK591 or LLY‐283 for 5 days and measured the levels of SDMA. A strong reduction of the SDMA mark was observed in both responder and non‐responder cells, validating the on‐target effect of both PRMT5 inhibitors (Figure 1c,d).

**Figure 1:**
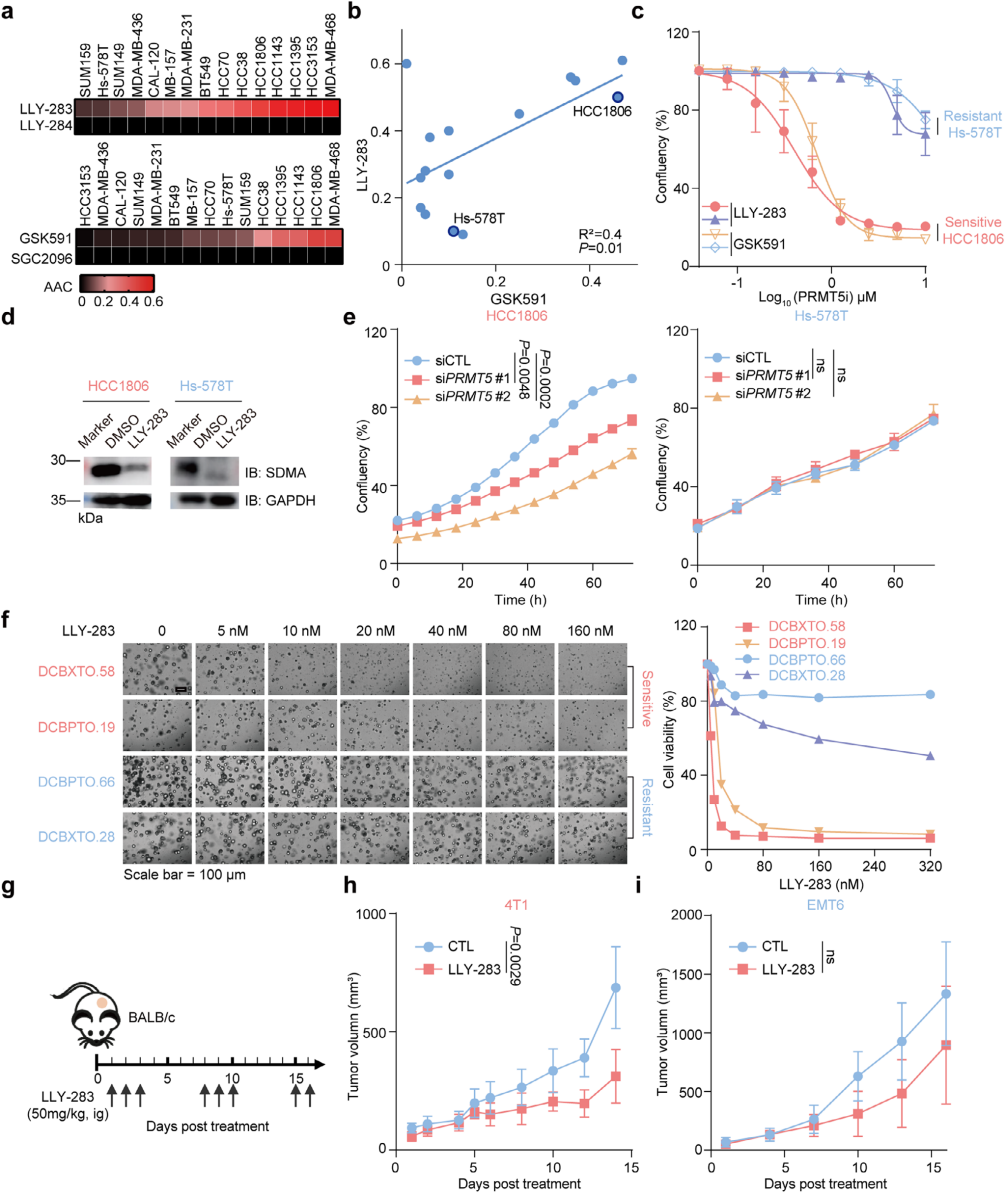
Heterogeneous response to PRMT5 inhibition in TNBC. a) Heat map of responsiveness to PRMT5 inhibitors in the indicated cell lines. The Area Above the Curve (AAC) was calculated from dose–response assays across 15 TNBC cell lines. Data are normalized to DMSO. A higher AAC indicates greater sensitivity. *n* = 4. b) Correlation analysis of AAC values across different TNBC cell lines treated with LLY‐283 and GSK591. c) Growth curves of HCC1806 and Hs‐578T cells treated with LLY‐283 or GSK591 for 5 days at indicated concentrations. Data are shown as mean ± s.d., *n* = 4. d) Immunoblots of SDMA of HCC1806 and Hs‐578T cells following treatment of LLY‐283 (1 µm, 5 days) or DMSO. Data are representative of independent experiments. e) Growth curves of siRNA knockdown of *PRMT5* or control in HCC1806 (left panel) and Hs‐578T (right panel) cells. Data are shown as mean ± s.d., *n* = 4, two‐sided unpaired *t*‐test. f) Left panel: representative images of organoid models exposed to DMSO or indicated concentrations of LLY‐283, scale bar, 100 µm. Right panel: differential response of organoids to LLY‐283 treatment. Data are shown as mean ± s.d., *n* = 3. g) Dose schedule. h) Tumor growing curves of 4T1 tumors in immunocompetent BALB/c mice. Data are shown as mean ± s.d., *n* = 9, two‐sided unpaired *t*‐test. i) Tumor growing curves of EMT6 tumors in immunocompetent BALB/c mice. Data are shown as mean ± s.d., *n* = 8, two‐sided unpaired *t*‐test. ns represents not significant.

Consistent with the results from pharmacological inhibition, PRMT5 silencing reduced PRMT5 protein levels and significantly impaired the growth of TNBC cell lines sensitive to PRMT5 inhibitor (HCC1806) but had no impact on the growth of PRMT5 inhibitor resistant cells (Hs‐578T) (Figures 1e; S1d, Supporting Information). These results suggest a shared mechanism underlying sensitivity to PRMT5 inhibition with either pharmacological or genetic inhibition.

To further evaluate the clinical relevance of this heterogeneous response, we assessed PRMT5 inhibitor sensitivity in patient‐derived xenograft organoids (PDXDOs), which are known to better recapitulate breast histology and epithelial heterogeneity, making them more suitable for evaluating drug responses in cancer therapy.^[^ ^15^ ^]^ PDXDOs derived from four different TNBC patients were cultured, and their sensitivity to PRMT5 inhibitors was tested. Consistent with our findings in TNBC cell lines, some PDXDOs were sensitive to PRMT5 inhibition, exhibiting IC_50_ values of less than 1 nm, while others were resistant, with IC_50_ values exceeding 320 nm (Figure 1f). Similarly, this differential response to PRMT5 inhibition was validated in mouse‐derived cell lines, where the PRMT5 inhibitor LLY‐283 significantly inhibited the proliferation of 4T1 cells while the effect on EMT6 cells was less pronounced (Figure S1e, Supporting Information). In vivo, mice bearing 4T1 xenografts treated with LLY‐283 on a 3‐days‐on/4‐days‐off schedule (as per previous studies^[^ ^16^ ^]^) exhibited significant tumor growth suppression without weight loss, whereas EMT6 tumors remained refractory under the same regimen(Figures 1g–i; S1f,g, Supporting Information). These results further confirm the high heterogeneity of TNBC and suggest that sensitivity to PRMT5 inhibition may be dependent on the molecular characteristics of the tumor cells.

### 2.2 Basal Interferon Response Correlates with TNBC Sensitivity to PRMT5 Inhibition

The varied response of TNBC to PRMT5 inhibition prompted us to investigate the underlying mechanism. Initially, we assessed whether previously identified biomarkers of PRMT5i sensitivity‐such as *MTAP* deletions in AML^[^ ^17^, ^18^ ^]^ and the splicing dysfunction ratio of *CLNS1A*/*RIOK1* in glioblastoma^[^ ^16^ ^]^‐correlated with sensitivity in TNBC cell lines. However, neither marker showed a significant correlation with PRMT5 inhibitor sensitivity (Figure S2a–d, Supporting Information). We then employed an unbiased approach by comparing the responses of 15 TNBC cell lines to PRMT5 inhibitors, identifying gene expression patterns associated with sensitivity or resistance. We calculated the Pearson correlation coefficients between the AAC values for two PRMT5 inhibitors and the baseline expression levels of individual genes (Figure S2e, Supporting Information). These rank‐ordered gene lists were subsequently subjected to GSEA (**Figure** **2**a,b). Our analysis revealed a strong correlation in the gene signatures associated with PRMT5 activity between the two inhibitors (Figure 2c). Notably, the top two pathways within these enriched gene sets were related to IFNα and IFNγ signaling, with the corresponding genes visualized in the heatmap (Figures 2d,e; S2f, Supporting Information).

**Figure 2:**
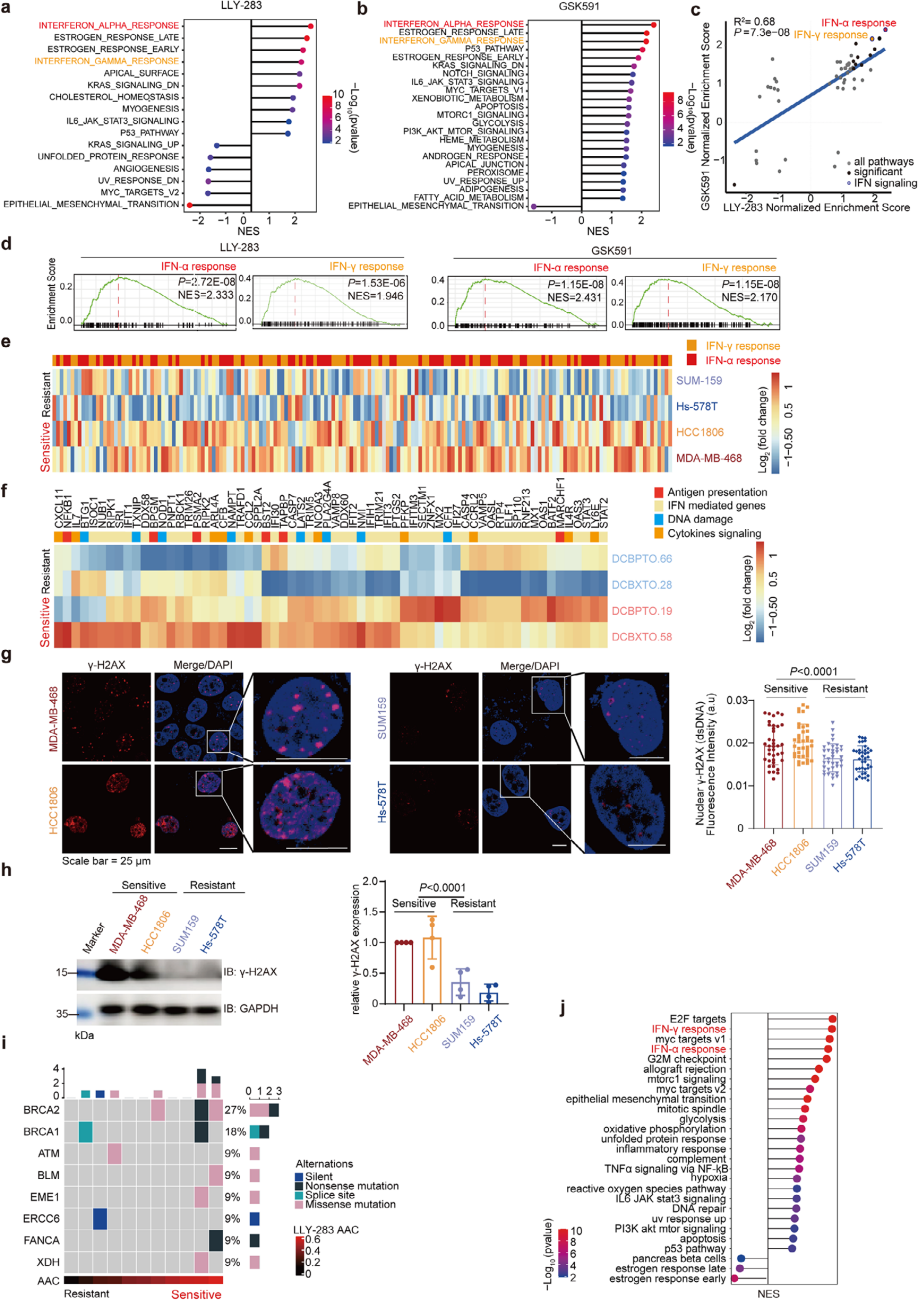
Basal interferon response correlates with TNBC sensitivity to PRMT5 inhibition. a, b) Hallmark pathway enrichment analysis of the differentially expressed genes (DEGs) associated with sensitivity to LLY‐283 (a) and GSK591 (b). c) Correlation analysis of the Normalized Enrichment Score (NES) value of HALLMARK pathways across different TNBC cell lines. d) GSEA plots of IFN‐α and IFN‐γ pathway. e) Heatmap of DEGs in the IFN‐α and IFN‐γ pathway between PRMT5i‐sensitive and PRMT5i‐resistant cell lines. f) Heatmap of differentially expressed IFN‐responsive genes between PRMT5i‐sensitive and PRMT5i‐resistant organoids. g) Immunofluorescence staining analysis of γ‐H2AX protein expression in PRMT5i‐sensitive (MDA‐MB‐468 and HCC1806) and PRMT5i‐insensitive (Hs‐578T and SUM159) TNBC cells. Left: representative micrographs; right: quantification of γ‐H2AX foci (n = 3 independent experiments, ≥85 cells per group). Scale bar, 25 µm. Data are shown as mean ± s.d., two‐sided unpaired *t*‐test. h) Western blot of γ‐H2AX protein expression in PRMT5i‐sensitive and insensitive cells. Left: representative micrographs; right: quantification of γ‐H2AX band intensities. Data are shown as mean ± s.d., *n* = 4, two‐sided unpaired *t*‐test. i) Oncoplot showing the gene mutations involved in DNA repair across TNBC cell lines. Data obtained from Cancer Cell Line Encyclopedia (CCLE). j) Hallmark pathways significantly correlated with *BRCA1/2* mutation in TNBC from TCGA datasets. One‐tailed Fisher's exact test.

To quantify IFN pathway activation across models, we used the MSigDB “Interferon Alpha Response” and “Interferon Gamma Response” gene sets as a non‐redundant interferon signature (Table S3, Supporting Information) and applied single‐sample GSEA (ssGSEA). Normalized interferon signature scores varied markedly across cell lines, and high scores precisely tracked PRMT5i sensitivity (Figure S2f, Supporting Information). Consistent with these findings in cell lines, a comparison of the baseline transcriptomic data from TNBC organoids further confirmed the association between interferon‐related genes and sensitivity to PRMT5 inhibition. In particular, PRMT5i‐sensitive organoids (DCBXTO.58 and DCBXTO.19) exhibited enriched interferon signatures, while PRMT5i‐insensitive organoids (DCBPTO.66 and DCBXTO.28) did not (Figure 2f). Among the top upregulated genes in sensitive models, we observed increased expression of genes such as IFN‐responsive genes of *MX1* and *IFI30*, antigen presentation genes of *TAPBP* and *TRIM21*, cytokine signaling related genes of *CXCL11* and *IL7* and DNA damage related genes of *TXNIP* and *PLA2G4A* (Table S4, Supporting Information). Altogether, these results suggest that a preexisting enhanced expression of genes involved in the IFN signaling pathway might predict the responsiveness to PRMT5 inhibitors (Figure S2g, Table S5, Supporting Information).

We next tested the functional necessity of IFN signaling for PRMT5 inhibitor efficacy. siRNA‐mediated knockdown of *STAT1* or *IRF9* in the sensitive MDA‐MB‐468 cells abrogated PRMT5i sensitivity (Figure S3a–d, Supporting Information), confirming that intact IFN transcriptional machinery is required. Conversely, pretreatment of resistant SUM159 and Hs‐578T cells with recombinant IFN‐α or IFN‐β reinstated PRMT5i sensitivity (Figure S3e,f, Supporting Information), demonstrating that IFN pathway activation is sufficient to confer responsiveness.

Finally, we sought to explore the origins of the varied IFN activation levels across TNBC cells. Given that intracellular DNA damage‐induced dsDNA is a major driver of innate immune activation within cells,^[^ ^19^ ^]^ we quantified DNA damage and cytosolic dsDNA accumulation in PRMT5i‐sensitive and insensitive cells using western blotting and immunofluorescence assays. These analyses unveiled heightened accumulation of DNA damage and cytosolic dsDNA formation in PRMT5i‐sensitive cells (Figure 2g,h). Furthermore, mutation analysis uncovered a greater prevalence of gene mutations involved in DNA repair pathways, such as *BRCA1* and *BRCA2*, in PRMT5i‐sensitive cells (Figure 2i; Table S7, Supporting Information). This correlation between *BRCA* mutations and IFN activation was further validated in TNBC patient samples (Figure 2j). These findings suggest that disparities in baseline cellular DNA damage levels account for divergent intrinsic IFN activity.

Mechanistic links between DNA repair capacity and PRMT5i sensitivity were further substantiated in proteomic profiling of resistant cell lines, which identified six upregulated proteins—four of which (RAD50, ATM, pAMPK, and pAKT/pPKC) are directly or indirectly associated with the DNA damage response (DDR) (Figure S4a, Supporting Information).^[^ ^20^, ^21^ ^]^ RNA‐seq confirmed a strong correlation between RAD50 expression and PRMT5i resistance (R^2^ = 0.49, *P* = 0.0021) (Figure S4b, Supporting Information), with resistant lines consistently exhibiting higher RAD50 levels (Figure S4c, Supporting Information). To functionally validate the role of DDR reactivation in resistance, we treated PRMT5i‐resistant TNBC cells (Hs‐578T and MDA‐MB‐436) with DDR inhibitors targeting ATM (AZD0156^[^ ^22^ ^]^) or WEE1 (AZD1775^[^ ^23^ ^]^). Co‐treatment significantly enhanced PRMT5i sensitivity and reversed resistance (Figure S4d–g, Supporting Information), confirming DDR signaling as a functional resistance mechanism.

### 2.3 IFN‐Induced Splicing Alterations Contribute to PRMT5 Dependency

To explain how interferon signaling augments PRMT5 dependency, we performed RNA‐seq on cells with or without IFN‐α pre‐treatment. Interferon exposure induced widespread alternative splicing changes (Figure S4h, Supporting Information), particularly in genes governing DNA repair and damage response (Table S6, Supporting Information). And GSEA revealed that these aberrantly spliced transcripts were enriched in DNA repair and damage‐response pathways (**Figure** **3**a,b), suggesting that IFN‐driven splicing reprogramming compromises genome integrity and increases cellular dependence on PRMT5 for maintaining splicing fidelity.

**Figure 3:**
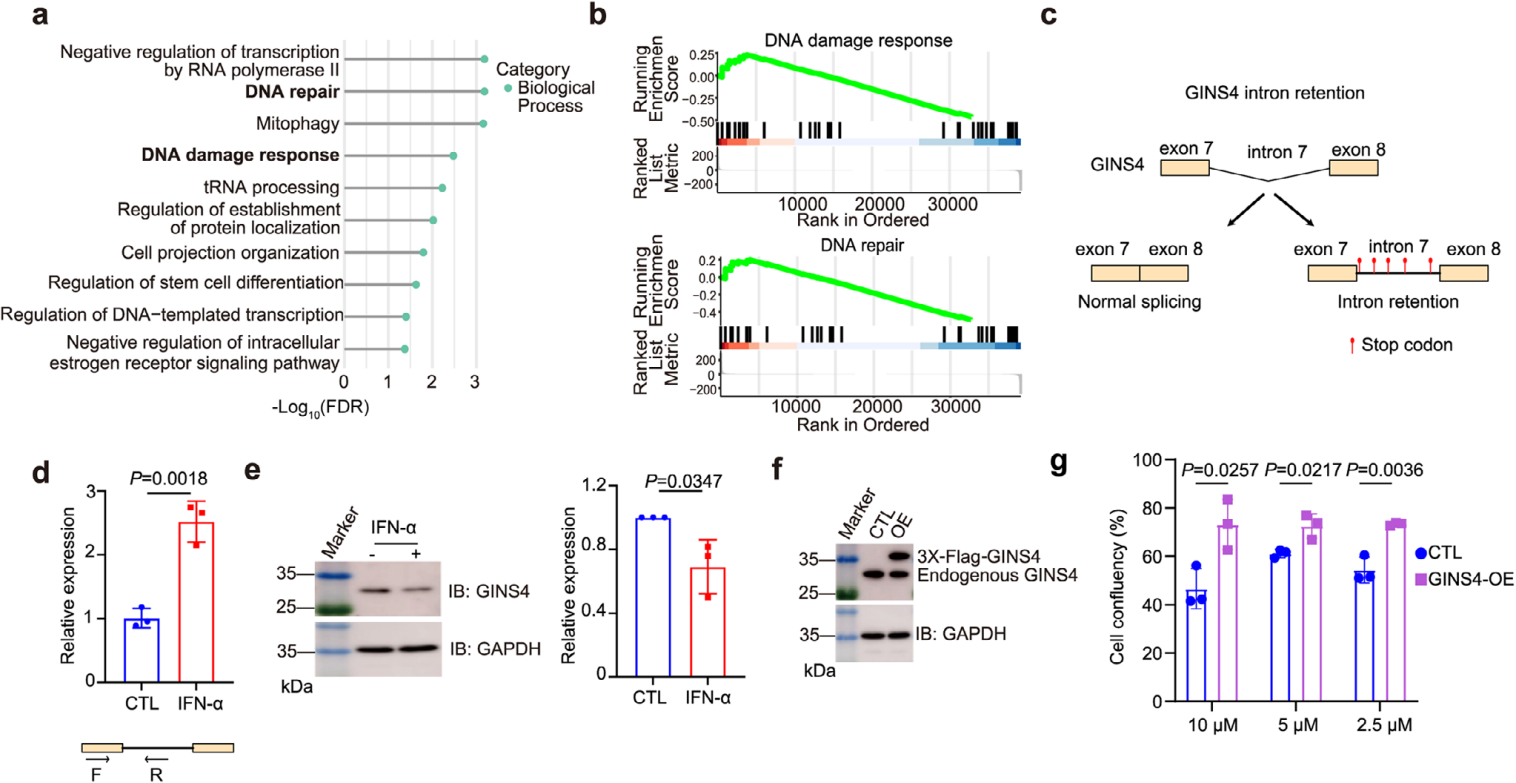
IFN‐induced splicing alterations contribute to PRMT5 dependency. a) GO Biological Process pathway enrichment analysis of the transcripts exhibiting AS events after interferon alpha treatment. b) GSEA plot of DNA damage response (up) and DNA repair (down) pathways. c) Schematic of *GINS4* intron retention following interferon‐alpha (IFN‐α) treatment. Intron retention induces a frameshift, leading to premature translational termination. The red bar denotes the stop codon. d) qPCR analysis of *GINS4* intron retention in SUM159 cells following IFN‐α treatment. Data are presented as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test. e) Representative immunoblots of GINS4 expression and loading control GAPDH in IFN‐α‐treated SUM159 cells (Left). Quantification of GINS4 band intensities (Right). Data are shown as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test. f) Representative immunoblots of GINS4 in SUM159 cells transfected with control (CTL) or GINS4 overexpression plasmids. g) Cell confluency of GINS4‐overexpressing SUM159 cells in response to co‐treatment with IFN‐α and indicate concentrations of LLY‐283. Data are presented as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test.

To directly test whether these splicing defects contribute to PRMT5 dependency, we focused on *GINS4* as a representative target, which exhibits one of the most pronounced splicing alterations, specifically intron retention, which introduces a premature termination codon and disrupts gene function (Figure 3c). Moreover, GINS4 plays a critical role in DNA replication fork progression, directly linking it to genome stability.^[^ ^24^, ^25^, ^26^ ^]^ Indeed, IFN‐α treatment induced intron retention in *GINS4* (Figure 3d), leading to a marked reduction in protein expression (Figure 3e). Rescue experiments with splice‐corrected *GINS4* cDNA significantly alleviated the IFN‐α‐induced sensitivity to PRMT5 inhibition (Figure 3f,g). This result provides direct causal evidence that IFN‐induced splicing disruption of a DNA repair gene is sufficient to confer PRMT5 dependency.

Although other mis‐spliced genes involved in DNA repair likely contribute to the overall phenotype, our functional validation of *GINS4* establishes a mechanistic model in which IFN‐induced intron retention impairs DNA repair function, creating a therapeutic vulnerability to PRMT5 inhibition. These results suggest that interferon‐driven splicing reprogramming increases replication stress and DNA damage, thereby heightening reliance on PRMT5‐mediated symmetric arginine methylation of core splicing factors (e.g., Sm proteins, SRSFs) to preserve splicing fidelity and genome integrity.^[^ ^27^ ^]^

Together, our data support a model in which elevated baseline DNA damage in a subset of TNBCs drives intrinsic interferon signaling, which in turn promotes widespread splicing perturbations that amplify dependence on PRMT5 to maintain splicing fidelity and genome stability. This feed‐forward interplay between DNA damage, cGAS‐STING/IFN signaling, and PRMT5 dependency provides a mechanistic rationale for combining PRMT5 inhibitors with DNA‐damaging agents in TNBC. Further work will be required to quantify the relative contributions of additional mis‐spliced targets to this vulnerability and to translate these signatures into clinical patient stratification strategies.

### 2.4 Synergistic Sensitization of TNBC to PRMT5 Inhibition by Olaparib

To confirm the hypothesis that induction of DNA damage can activate the IFN pathway and ultimately enhance sensitivity to PRMT5 inhibitors, we treated PRMT5 inhibitor‐resistant cell lines, SUM159 and Hs‐578T, with Olaparib, an FDA‐approved drug for breast cancer treatment known to induce DNA damage.^[^ ^28^ ^]^ As expected, Olaparib treatment led to elevated intracellular DNA damage (**Figure** **4**a,b) and dsDNA accumulation (Figure 4c,d). Consequent activation of the cGAS–STING pathway was evidenced by elevated STING levels and phosphorylation of IRF3 and TBK1 (Figure S5a, Supporting Information) along with a significant upregulation of IFN levels (Figure 4e,f), suggesting the activation of an immune response driven by the genomic instability induced by the treatment. Critically, siRNA knockdown of *STING* prevented IFN induction and restored PRMT5i resistance (Figure S5b,c, Supporting Information), establishing cGAS‐STING‐mediated innate immune sensing as the mechanistic bridge between DNA damage and PRMT5 inhibitor sensitivity.

**Figure 4:**
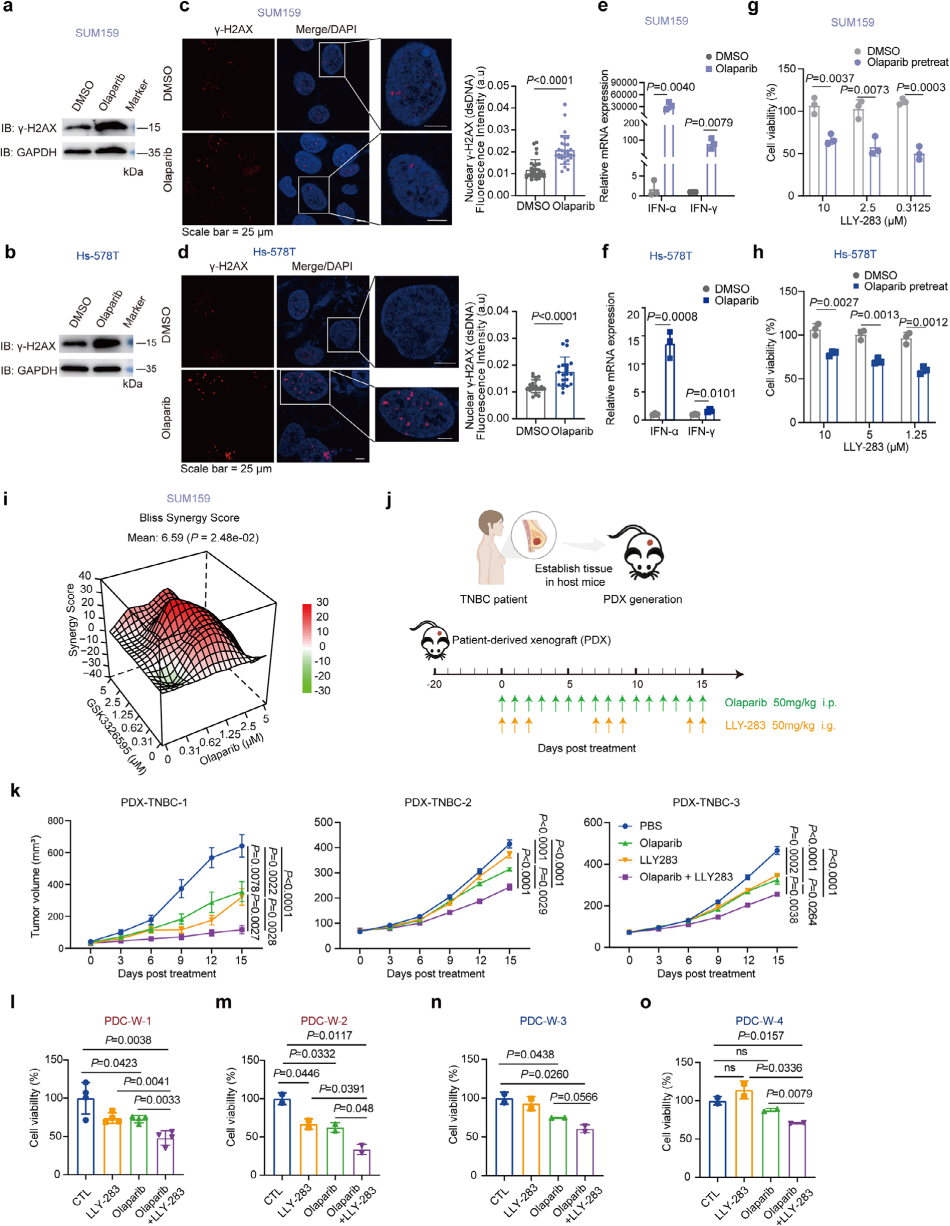
Synergistic Sensitization of TNBC to PRMT5 Inhibition by Olaparib. a–d) SUM159 and Hs‐578T cells were treated with DMSO or Olaparib (3 µm, 3 days). Western blot analysis (a, b) and immunofluorescence staining (c, d) were performed to determine γ‐H2AX expression. Scale bar, 25 µm. Independent biological experiments of at least 85 cells per group were analyzed. Data are shown as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test. e, f) qRT‐PCR was performed to determine IFN expression. Data are shown as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test. g, h) Cells were pre‐treated with Olaparib (3 µm, 3 days), followed by LLY‐283 treatment at indicated concentrations for 5 days. Cell viability was detected. Data are shown as mean ± s.d., *n* = 3, two‐sided unpaired *t*‐test. i) Bliss synergy score of GSK3326595 and Olaparib in SUM159. *n* = 6, two‐sided unpaired *t*‐test. j) Dose schedule. k) Tumor volume was measured in patient‐derived xenograft models that were administered PBS (CTL), LLY‐283 (50 mg kg^−1^, 3‐day‐on and 4‐day‐off), Olaparib (50 mg kg^−1^, every day), or LLY‐283 + Olaparib. Data are shown as mean ± sem, *n* = 9 (left), *n* = 6 (middle), *n* = 5 (right), one‐way ANOVA with Dunnett's test for multiple comparisons. l–o) Cell viability of patient‐derived cell (PDC) models was treated with LLY‐283, Olaparib, or their combination. All data were shown as mean ± s.d., two‐tailed Student's *t*‐test.

We then investigated whether Olaparib could sensitize cells to PRMT5 inhibition. Indeed, cells pre‐treated with Olaparib exhibited higher sensitivity to PRMT5 inhibitors in both SUM159 and Hs‐578T cell lines (Figures 4g,h; S5d,e, Supporting Information). This synergistic effect was also observed in two additional cell lines (MDA‐MB‐436 and SUM149) and further validated using GSK3326595, a PRMT5 inhibitor currently undergoing clinical trials. (Figures 4i; S5f–j, Supporting Information). Together, these results underscore the translational potential of combining PARP and PRMT5 inhibition to overcome therapeutic resistance in TNBC.

Furthermore, we validated this synergistic effect between Olaparib and PRMT5 inhibition in TNBC patient‐derived xenograft (PDX) models. These three PDX models originated from distinct clinical contexts: PDX‐TNBC‐1 from a patient resistant to neoadjuvant AC‐T chemotherapy (doxorubicin/cyclophosphamide followed by paclitaxel); PDX‐TNBC‐2 was derived from an untreated patient; and PDX‐TNBC‐3 from a patient who received paclitaxel liposome plus cisplatin followed by gemcitabine and docetaxel (detailed in Table S8, Supporting Information). Despite these heterogeneous clinical backgrounds, and consistent with our in vitro findings, co‐treatment with Olaparib and PRMT5 inhibitors produced significantly greater tumor growth suppression than either agent alone (Figures 4j,k; S5k–n, Supporting Information). Collectively, these findings demonstrate that Olaparib sensitizes TNBC cells to PRMT5 inhibition by inducing DNA damage and activating the interferon signaling pathway, providing a compelling rationale for combining DNA‐damaging agents with PRMT5 inhibitors in the treatment of TNBC.

To further confirm the translational potential of this combination, we established four patient‐derived cell (PDC) models from fresh specimens. These PDC lines recapitulate the heterogeneity of the originating tumors, and preliminary sensitivity assays indicate that olaparib pre‐treatment similarly enhances PRMT5 inhibitor responses across multiple independent patient models (Figure 4l–o).

### 2.5 Olaparib Enhances Sensitivity of PRMT5 Inhibitors to Immunotherapy

As the combination of Olaparib and PRMT5 inhibitor displayed a potent IFN response, we embarked on investigating its potential to modulate the tumor microenvironment (TME) for optimal immune responses. We first examined EMT6 tumors post‐treatment with Olaparib, PRMT5 inhibitor, or the combination to profile immune cell populations. Immunofluorescence staining revealed a significant increase in tumor infiltrating CD8^+^ T cells in the combination treatment group compared to the monotherapy groups (**Figure** **5**a). This effect was further confirmed by the flow cytometry analysis (Figures 5b; S6a, Supporting Information). Moreover, these infiltrating CD8^+^T cells exhibited elevated IFN‐γ production alongside upregulated TIM‐3 expression, consistent with an activated yet regulated phenotype primed for checkpoint blockade (Figure 5c,d).

**Figure 5:**
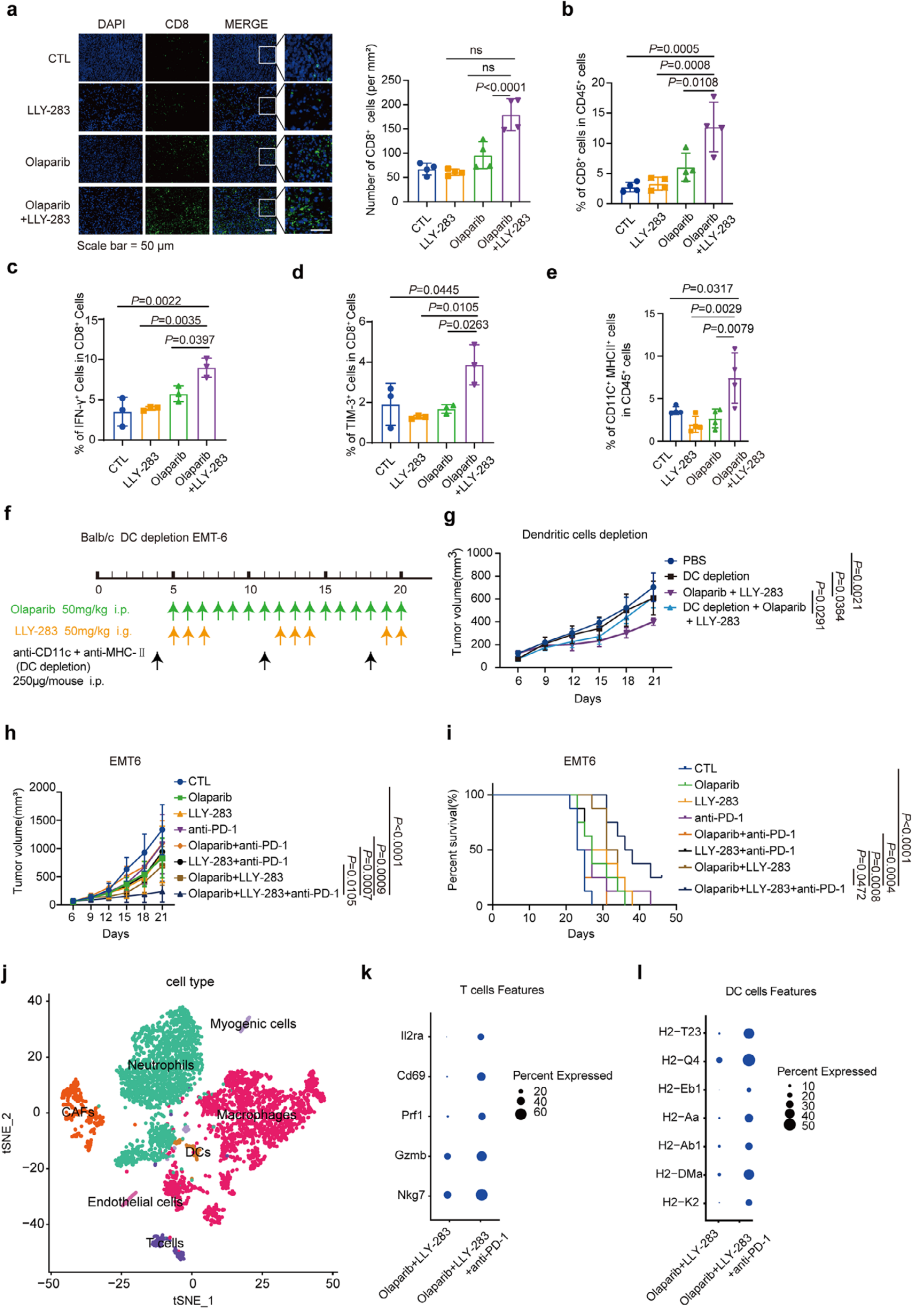
Olaparib enhances the sensitivity of PRMT5 inhibitors to immunotherapy. a) BALB/c mice bearing EMT6 tumors were treated with LLY‐283 (50 mg kg^−1^, 3‐day on and 4‐day off) and Olaparib (50 mg kg^−1^, every day), alone or in combination. Immunofluorescence staining was performed to detect tumor‐infiltrating CD8+ T cells. Scale bar, 50 µm. Data are shown as mean ± s.d., *n* = 4, one‐way ANOVA with Dunnett's test for multiple comparisons. b–e) Flow cytometry analysis was conducted to measure the proportion of CD8+ T cells within the CD45+ cells (b), IFN‐γ+ cells in CD8+ cells (c), TIM‐3+ cells in CD8+ cells (d), and the proportion of CD11C+ cells within the CD45+ proportion (e). Data are shown as mean ± s.d., *n* = 4, one‐way ANOVA with Dunnett's test for multiple comparisons. f) Schematic of the dendritic cell (DC) depletion schedule in the EMT6 syngeneic breast cancer model. g) Tumor volume trajectories for mice treated with PBS (blue, *n* = 5), DC depletion (red, *n* = 5), DC depletion combined with Olaparib + LLY‐283 (green, *n* = 5), or Olaparib + LLY‐283 (purple, *n* = 5). Data are shown as mean ± s.d. The statistical significance of differences at day 21 was evaluated using the one‐way ANOVA. h, i) Tumor growth curves (h) and Kaplan–Meier survival analysis (i) of mice bearing EMT6 tumors receiving the indicated treatments. Data are shown as mean ± s.d., *n* = 8 or 10 mice per group, one‐way ANOVA with Dunnett's test. j) t‐SNE plot of non‐tumor cell clusters of BALB/c mice bearing EMT6 tumors. k) Dot plot showing the expression of T cell cytotoxity markers (*Nkg7, Gzmb*, and *Prf1*) and activation markers (*Cd69* and *Il2ra*) across treatment groups. l) Dot plot showing the expression of major histocompatibility complex genes in DC cells.

Effective anti‐tumor immune responses often rely on the cooperation between dendritic cells (DCs) and T cells, emphasizing the pivotal roles of CD11^+^ DCs in the anti‐tumor T cell response.^[^ ^29^, ^30^ ^]^ In line with this, mice treated with the combination of Olaparib and PRMT5 inhibitor exhibited increased populations of CD45^+^CD11^+^MHCII^+^ cells compared to those treated with the control or monotherapies (Figures 5e; S6b, Supporting Information). These findings suggest that the combination of Olaparib and LLY‐283 induces a robust anti‐tumor immune response by promoting the synergy between DC cells and CD8^+^ T cells.

To directly assess the role of dendritic cells (DCs) in mediating this immune activation, we performed DC depletion experiments in the EMT6 syngeneic breast cancer model. Mice were randomized into four groups: PBS control, DC depletion (anti‐CD11c + anti‐MHC‐II); Olaparib + LLY‐283, and Olaparib + LLY‐283 with DC depletion. As expected, Olaparib + LLY‐283 treatment significantly suppressed tumor growth compared to control. However, DC depletion alone had no effect, and importantly, DC‐depleted mice receiving the combination therapy lost the antitumor benefit (Figure 5f,g). These data demonstrate that DCs are indispensable for antigen presentation and T cell cross‐priming in our regimen, thereby substantiating the mechanistic requirement for DC‐mediated initiation of the CD8^+^ T cell‐driven antitumor immunity.

To further assess whether this reprogrammed TME translates into an immunotherapeutic effect, we evaluated the efficacy of the Combo therapy (Olaparib + PRMT5i + anti‐PD‐1 antibody) and compared the survival benefits with those of monotherapy or any combination of two agents. Strikingly, the Combo group demonstrated the highest efficacy with no observed toxicity, as indicated by stable body weight, unremarkable histology in major organs (H&E staining), and normal complete blood counts (Figures 5h; S7a–d, Table S9, Supporting Information). This remarkable efficacy of the three‐drug combination directly translated into the most substantial improvement in survival (Figure 5i). Consistently, scRNA‐seq analysis validated the activation of cytotoxic CD8^+^ T cells and DC cells in the Combo group (Figures 5j–l; S7e,f, Supporting Information). These findings suggest that the three‐drug combination therapy has the potential to induce a robust and durable antitumor immune response, which is crucial for achieving long‐term clinical benefits in TNBC patients.

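The single-cell data behind Figures 5j–l come from 2 libraries, 1 of the Olaparib + LLY-283 group and 1 of the Combo group, each made from tumors of 3 BALB/c mice pooled into 1 sample. EMT6 is a mouse mammary tumor line, and 200000 cells were injected per mouse. LLY-283, the PRMT5 inhibitor, was given at 50 mg/kg for 3 days followed by 4 days off, Olaparib, the PARP inhibitor, at 50 mg/kg, and the anti-PD-1 antibody of the Combo group at 200 µg every 3 days. In droplet sequencing with the 10× Genomics 3′ chemistry, each captured transcript carries a unique molecular identifier (UMI), and the authors deposited the number of UMIs per gene and cell without normalization. The paper's methods name Cell Ranger v7.0.0 and the header of the deposited matrices names version 6.1.2. The paper's reference is mm10, and all gene identifiers of the files are in GENCODE M21, an annotation of that build. The Olaparib + LLY-283 library held 16115 cells and 147214934 UMIs, with a median of 7376 and a mean of 9135 UMIs per cell. The Combo library held 7542 cells and 162522700 UMIs, with a median of 3613.5 and a mean of 21549 UMIs per cell.

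Cells with at least 200 genes and under 20% mitochondrial UMIs were kept, doublets called by Scrublet in each library were removed, and 12860 and 5849 cells of the Olaparib + LLY-283 and Combo libraries were clustered together at the paper's resolution of 1.3. Clusters were named from a list of markers fixed before the data were examined, and the genes of Figures 5k and 5l, the other MHC genes and the interferon genes of Table S3 were left out of the clustering. Among 9 named cell classes, 8 had a higher median UMI count per cell in the Combo library, by up to 5.68 times in tumor-like cells. Myogenic-like cells had a ratio of 0.954. A gene at the same level is then found in more cells of the deeper library: in T-like cells simulated with no change between the groups, the mean difference in the share of cells with a UMI was 37.4 percentage points over 665 genes, and 0.17 after every cell was thinned to 1000 UMIs. Shares are therefore given both with all UMIs and after thinning to 1000 UMIs, which leaves out shallower cells. UMIs of a gene summed over a class are given relative to all UMIs of the class (CPM). With 1 library per group there are no replicates, so no test was made. Brackets hold 95% intervals, exact Clopper-Pearson for shares and exact Poisson for CPM, which cover counting error only and not the differences between mice.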

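T-like cells numbered 75 in the Olaparib + LLY-283 library and 63 in the Combo library, with medians of 877 and 4135 UMIs per cell. All 12 T cell markers were over 2-fold higher in their cluster than in the other cells, and Cd3g ranked 5th among its genes by fold with the compared genes left out. The rule behind this name was set after the data had been seen. Of 24 definitions of the fold examined afterwards, 19 place a T cell marker among the 10 leading genes, and under the other 5, which count the compared genes, the cluster would stay unnamed. No cluster was named NK-like, and 18 and 21 of the T-like cells carried a UMI of the natural killer genes Ncr1 or Klrb1c. A UMI of Cd8a or Cd8b1 was found in 24 and 13 of them.

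Of the cytotoxicity genes, Nkg7 (ENSMUSG00000004612; chromosome 7, 43437073 to 43438249 of mm10) was detected in 45.3% [33.8 to 57.3] of T-like cells of the Olaparib + LLY-283 library and 60.3% [47.2 to 72.4] of those of the Combo library. For Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260) the shares were 41.3% [30.1 to 53.3] and 50.8% [37.9 to 63.6], and for Prf1 (ENSMUSG00000037202; chromosome 10, 61297833 to 61304680) 16.0% [8.55 to 26.3] and 36.5% [24.7 to 49.6]. The activation marker Cd69 (ENSMUSG00000030156; chromosome 6, 129267325 to 129275436) was detected in 10.7% [4.72 to 19.9] and 49.2% [36.4 to 62.1]. Il2ra (ENSMUSG00000026770; chromosome 2, 11642807 to 11693193) was detected in 2.67% [0.325 to 9.30] and 36.5% [24.7 to 49.6]. With all UMIs, the intervals of Cd69 and Il2ra lay apart and those of Nkg7, Gzmb and Prf1 overlapped.

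Thinning to 1000 UMIs left out 46 of the 75 cells and 2 of the 63. The shares in the Olaparib + LLY-283 and Combo libraries were then 55.2% [35.7 to 73.6] and 41.0% [28.6 to 54.3] for Nkg7, 48.3% [29.4 to 67.5] and 42.6% [30.0 to 55.9] for Gzmb, and 20.7% [7.99 to 39.7] and 16.4% [8.15 to 28.1] for Prf1. For Cd69 they were 10.3% [2.19 to 27.4] and 19.7% [10.6 to 31.8], and for Il2ra 3.45% [0.0873 to 17.8] and 19.7% [10.6 to 31.8]. All 5 pairs of intervals overlapped, so a difference in share was not detectable at this depth by this measure. The difference was 16.2 percentage points for Il2ra, whose share was higher in the Combo library in 200 of 200 draws. The Cd69 share was higher in 199. These counts were chosen after seeing the data. At this depth, Nkg7, Gzmb and Prf1 were lower in the Combo library and Cd69 and Il2ra higher, so their mean difference of 0.28 percentage points does not describe the single genes. The alternative that moved this mean most was no thinning, at 23.5 percentage points. Among tumor-like cells, which should lack these genes and had medians of 8334 and 47335 UMIs, at most 1.91% of the cells of a library carried a UMI of any of them with all UMIs, and at most 0.105% after thinning.

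Summed over the T-like cells of each library, Nkg7 came to 946 [742 to 1190] and 1060 [961 to 1167] CPM and Il2ra to 104 [44.8 to 204] and 129 [96.3 to 170] CPM, with overlapping intervals. Gzmb rose from 1050 [834 to 1305] to 1902 [1768 to 2043] CPM, Prf1 from 285 [179 to 432] to 1098 [997 to 1207] CPM, and Cd69 from 130 [62.2 to 238] to 342 [287 to 405] CPM, beyond the counting intervals. In the Combo library, the 5 cells with the most UMIs of each gene held 74.7% for Gzmb, 86.4% for Prf1 and 48.9% for Cd69. No order is read from the thinned shares of Gzmb and Prf1, which go against their CPM. Over the T-like cells without a UMI of Ncr1 or Klrb1c, 57 and 42 cells, Gzmb was at 866 [636 to 1152] and 662 [545 to 796] CPM, Prf1 at 332 [197 to 524] and 129 [80.8 to 195] CPM, and Cd69 at 166 [75.8 to 315] and 422 [330 to 531] CPM.

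**Figure D1:**
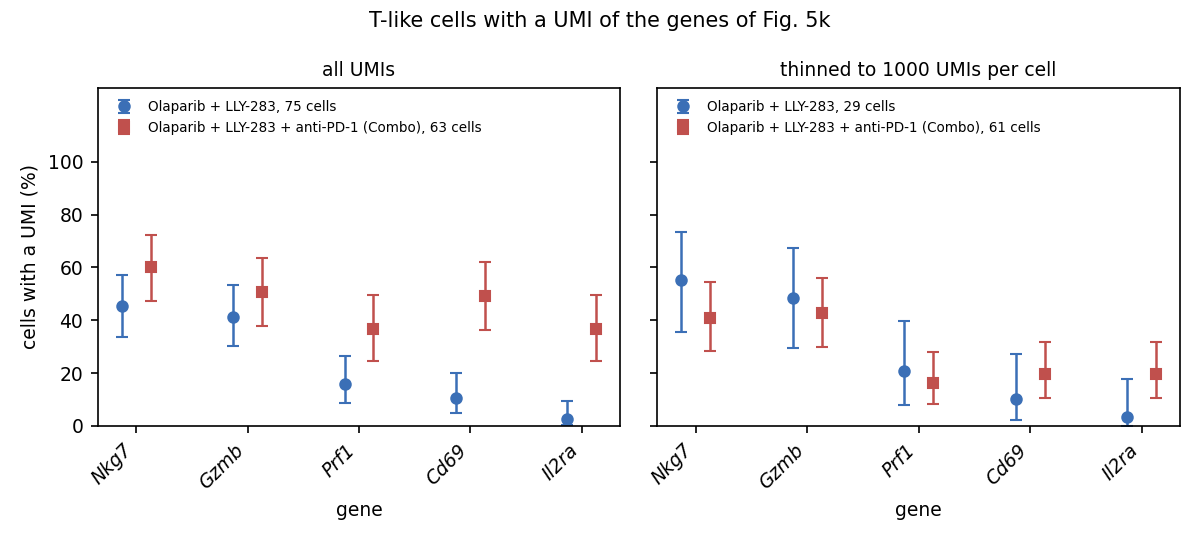
Share of T-like cells with at least 1 UMI of each gene (y axis, percent) in the Olaparib + LLY-283 library (circles) and the Combo library (squares), with all UMIs (left) and after thinning to 1000 UMIs per cell (right); bars are exact 95% binomial intervals. With all UMIs the intervals of Cd69 and Il2ra lie apart, and after thinning all 5 pairs overlap.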

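DC-like cells numbered 59 in the Olaparib + LLY-283 library and 46 in the Combo library, with medians of 1886 and 8987 UMIs per cell. The genes of Figure 5l all lie on chromosome 17 of mm10, from H2-K2 (ENSMUSG00000067203; 33974659 to 33978827), which GENCODE lists as a transcribed pseudogene, through the class II genes H2-DMa (ENSMUSG00000037649; 34119541 to 34139101), H2-Ab1 (ENSMUSG00000073421; 34257689 to 34269419), H2-Aa (ENSMUSG00000036594; 34282744 to 34287823) and H2-Eb1 (ENSMUSG00000060586; 34305867 to 34316674), to the class I genes H2-Q4 (ENSMUSG00000035929; 35379617 to 35385290) and H2-T23 (ENSMUSG00000067212; 36029773 to 36032855). Reads of near-identical MHC genes can be split between copies when UMIs are counted, so the levels of H2-K2, H2-Q4 and H2-T23 are uncertain.

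With all UMIs, H2-T23 was detected in 20.3% [11.0 to 32.8] of DC-like cells of the Olaparib + LLY-283 library and 58.7% [43.2 to 73.0] of those of the Combo library, H2-Q4 in 22.0% [12.3 to 34.7] and 52.2% [36.9 to 67.1], and H2-K2 in 3.39% [0.413 to 11.7] and 41.3% [27.0 to 56.8]. The intervals of these 3 genes lay apart. Those of the class II genes overlapped, at 88.1% [77.1 to 95.1] and 89.1% [76.4 to 96.4] for H2-Eb1, 91.5% [81.3 to 97.2] and 97.8% [88.5 to 99.9] for H2-Aa, 88.1% [77.1 to 95.1] and 84.8% [71.1 to 93.7] for H2-Ab1, and 67.8% [54.4 to 79.4] and 91.3% [79.2 to 97.6] for H2-DMa.

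Thinning left out 8 cells of the Olaparib + LLY-283 library and none of the Combo library. The thinned shares were 13.7% [5.70 to 26.3] and 13.0% [4.94 to 26.3] for H2-T23, 5.88% [1.23 to 16.2] and 15.2% [6.34 to 28.9] for H2-Q4, and 3.92% [0.478 to 13.5] and 6.52% [1.37 to 17.9] for H2-K2. H2-Eb1 was found in 82.4% and 76.1%, H2-Aa in 94.1% and 82.6%, H2-Ab1 in 88.2% and 73.9%, and H2-DMa in 51% and 43.5%. All 7 pairs of intervals overlapped. The mean difference over the 7 genes was -4.05 percentage points. The CPM of all 7 genes in DC-like cells overlapped between the libraries as well. H2-Aa was at 6534 [6087 to 7006] and 6833 [6594 to 7078], and H2-Eb1 at 4397 [4032 to 4787] and 4744 [4545 to 4950]. H2-Ab1 went the other way, at 5338 [4935 to 5766] and 4740 [4541 to 4945], as did H2-DMa, H2-T23 and H2-Q4. As background for the class II genes, tumor-like cells carried a UMI of H2-Aa in 3.21% and 21.0% of cells with all UMIs and in 0.544% and 0.802% after thinning, and T-like cells in 5.33% and 19.0% with all UMIs and 13.8% and 11.5% after thinning. The share with all UMIs was also higher in the Combo library outside the DC-like cells, by a mean over the 7 genes of 30.4 percentage points in tumor-like cells and 21.5 in macrophage-like cells, and by 0.67 and -0.61 after thinning. In tumor-like cells, the thinned shares of H2-T23 and H2-Q4 stayed higher, by 1.68 and 1.83 percentage points, with intervals apart for H2-T23 only. The CPM of H2-T23 rose from 40.8 [39.5 to 42.1] to 51.4 [50.2 to 52.6] and that of H2-Q4 from 117 [115 to 119] to 138 [136 to 139]. The CPM of the class II genes in tumor-like cells rose as well, from lower levels and with intervals apart. H2-Eb1 rose from 3.90 to 7.58, H2-Aa from 4.03 to 7.40, H2-Ab1 from 3.30 to 5.86 and H2-DMa from 9.82 to 16.5. Free RNA from other cells was not tested for these genes and stays open as the cause. The median level of the DC markers in tumor-like cells also rose, from 0.105% to 0.195% of that in DC-like cells. The intervals of the thinned shares of the class II genes overlapped. H2-K2 was at 28.9 and 29.0 CPM, with overlapping intervals. From Figures 5j–l and S7e,f, the paper states that cytotoxic CD8+ T cells and DC cells were activated in the Combo group.

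**Figure D2:**
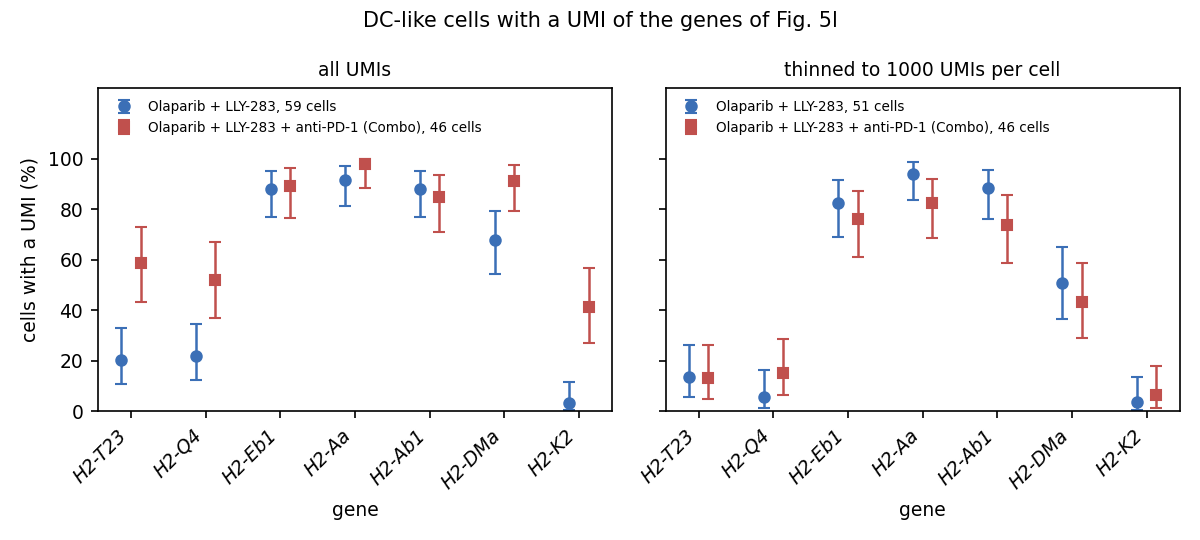
Share of DC-like cells with at least 1 UMI of each gene (y axis, percent) in the Olaparib + LLY-283 library (circles) and the Combo library (squares), with all UMIs (left) and after thinning to 1000 UMIs per cell (right); bars are exact 95% binomial intervals. With all UMIs the intervals of H2-T23, H2-Q4 and H2-K2 lie apart, and after thinning all 7 pairs overlap.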

## 3 Discussion

PRMT5 inhibitors such as JNJ‐64619178 and AZD3470 are under clinical evaluation for advanced solid tumors and hematologic malignancies (NCT03573310, NCT06130553). Despite this progress, intrinsic and acquired resistance to PRMT5 inhibition persists as a major therapeutic barrier, with only a subset of patients demonstrating durable responses.^[^ ^31^ ^]^ While biomarkers like MTAP loss or splicing deficiency signatures predict sensitivity in acute myeloid leukemia, these associations lack generalizability across cancers.^[^ ^32^ ^]^ Similarly, context‐specific markers‐including p53 mutations in B‐cell lymphoma, MYC overexpression in pancreatic adenocarcinoma, and the CLNS1A/RIOK1 ratio in glioblastoma‐show no prognostic value for PRMT5 inhibitor efficacy in triple‐negative breast cancer (TNBC).^[^ ^33^, ^34^ ^]^ This heterogeneity underscores the urgent need to define precise biomarkers to stratify patients most likely to benefit from PRMT5‐targeted therapies, particularly in TNBC.

By integrating selective PRMT5 inhibitors (GSK591, LLY‐283) with transcriptomic profiling, we identified basal interferon (IFN) signaling as a novel biomarker of PRMT5 inhibitor sensitivity in TNBC. Mechanistically, constitutive IFN pathway activation—driven by DNA damage response (DDR)‐mediated priming—creates a therapeutic vulnerability to PRMT5 loss, as validated in patient‐derived organoids. Strikingly, inducing DNA damage with olaparib in resistant models amplified IFN signaling and restored PRMT5 inhibitor sensitivity, suggesting a strategy to overcome resistance. This DDR‐IFN‐PRMT5 axis not only enhances tumor cell‐intrinsic apoptosis but also reprograms the immune microenvironment, synergizing with checkpoint blockade to sustain antitumor immunity.

These findings extend prior reports of PRMT5/PARP inhibitor synergy^[^ ^35^, ^36^ ^]^ by revealing IFN pathway activation as a predictive biomarker and immune‐modulating mechanism. While earlier studies emphasized PRMT5's role in impairing DNA repair, we demonstrate that preexisting IFN‐driven inflammation licenses dual DDR and immune vulnerability in TNBC. Our findings also extended the established role of PARP inhibitors in targeting DDR‐deficient tumors. While PARP inhibitors have been approved for homologous recombination (HR)‐deficient cancers such as those with BRCA1/2 mutations, treatment resistance due to reversion mutations or compensatory repair pathways remains a major challenge.^[^ ^37^ ^]^ PARP inhibitors induced DNA damage, which in turn activates the cGAS/STING pathway, triggering IFN signaling and enhancing tumor immunogenicity‐thus providing a mechanistic rationale for synergy with immune checkpoint blockade.^[^ ^38^, ^39^, ^40^, ^41^, ^42^ ^]^

To translate these findings, we propose a staged clinical validation strategy. First, retrospective analyses of archived biospecimens from completed PRMT5 or PARP inhibitor trials will be used to correlate baseline IFN signatures and DDR status with clinical outcomes. Second, we advocate designing prospective, biomarker‐driven early‐phase trials testing PRMT5 inhibitors combined with PARP inhibitors, with or without PD‐1 blockade, in TNBC, incorporating pre‐specified IFN/DDR stratification and comprehensive pharmacodynamic and toxicity monitoring. Key clinical readouts should include response rates in IFN‐high vs IFN‐low subgroups, duration of benefit, and safety endpoints to define tolerated schedules that preserve immune function.

We acknowledge limitations. Our mechanistic and efficacy data are principally preclinical; prospective clinical validation is required to establish the predictive value and utility of IFN signatures. Although we validated the combination across multiple organoid, PDX, and PDC models, further evaluation in larger and more genetically diverse clinical cohorts will be important to define the boundary conditions for efficacy (e.g., tumor intrinsic features, prior therapies, and tumor microenvironment composition). Finally, because combinations of DNA‐damaging agents and immune modulators may increase toxicities, careful dose‐finding and sequencing studies will be essential.

In summary, we reveal a therapeutically exploitable dependency in IFN‐primed TNBC tumors, wherein intrinsic DNA damage licenses sensitivity to PRMT5 inhibition while simultaneously enhancing immunogenicity. This dual mechanism provides a rationale for biomarker‐driven trials of PRMT5 inhibitors in TNBC and combination approaches to amplify durable clinical responses.

## 4 Experimental Section

### Animals

An experimental animal production license was obtained with the number: [SCXK (Zhejiang): 2019‐0002]. Five‐ to six‐week‐old female BALB/c (nude) mice were purchased from Laboratory Animal Center, Hangzhou Medical College, and housed in a specific pathogen‐free facility with free access to food and water, and a 12‐h light/dark cycle. To establish a tumor‐bearing mouse model, EMT6 (2×10^5^) cells were subcutaneously injected into immunocompetent BALB/c mice. Once tumors became palpable, mice were randomized and treated with vehicle, monotherapies (LLY‐283 at 50 mg kg^−1^ for 3 days on/4 days off from MedChemExpress, anti‐PD‐1 antibody at 200 µg every three days from BioCell, or Olaparib at 50 mg kg^−1^ daily via intraperitoneal injection from MedChemExpress), dual combinations of these drugs, or a triple combination of LLY‐283, anti‐PD‐1, and Olaparib. Tumor volumes were measured regularly, and survival curves were generated to assess treatment efficacy.

### Patients

The transcriptomes from patients with TNBC were collected from The Cancer Genome Atlas (TCGA).

### Cell Lines

TNBC cell lines were obtained from ATCC and cultured in DMEM (Gibco|Thermo Fisher Scientific, Waltham, MA, USA) or RPMI 1640 (Life Technologies, Carlsbad, CA, USA), supplemented with 10% fetal bovine serum (Merck, Rahway, NJ, USA) and 1% penicillin/streptomycin (Gibco) in a humidified atmosphere of 5% CO_2_ at 37 °C. Details of the cell lines used in this study are summarized in Table S1 (Supporting Information).

### Patient‐Derived Xenograft (PDX) Model

Nude mice transplanted with PDX tumors were randomly divided into four groups. Mice were administered normal saline, LLY‐283 (50 mg kg^−1^ via gavage, 3 days on and 4 days off), Olaparib (50 mg kg^−1^, once daily via intraperitoneal injection), or LLY‐283 + Olaparib for four weeks. PDX‐TNBC‐1 was established from a TNBC patient of Zhejiang Cancer Hospital, who experienced relapse following treatment with the AC‐T chemotherapy regimen (doxorubicin/cyclophosphamide followed by paclitaxel. The PDX‐TNBC‐2 and 3 were obtained from Nanchang Royo Biotech Co., Ltd. (Permit No. RYE 1551, and No. RYE 598).

### Organoids

Human tumors were collected from TNBC patients with informed consent, following the protocol approved by Zhejiang Cancer Hospital. Organoids were derived from PDX tumors (DCBXTO.58, DCBPTO.19, and DCBXTO.28) or human tumors (DCBPTO.66). Each model name follows a standardized six‐character code. DC: Dave Ceson Laboratory; B: Breast cancer; X or P: Source of the tumor (X indicates patient‐derived xenograft; P indicates direct patient biopsy); T: Tumor; O: Organoid. Accordingly, DCBXTO denotes organoids established from a Dave Ceson lab‐generated Breast cancer Xenograft Tumor as an Organoid, whereas DCBPTO indicates organoids derived directly from a Patient Tumor Organoid. Detailed metadata for each model is also available via the CancerModels.Org database.

Tumor tissue was minced and digested in 5–10 mL of advanced DMEM containing 1× GlutaMAX, 10 mm HEPES, 1× antibiotic‐antimycotic (AdDF^+++^), and 250–500 µg mL^−1^ Liberase TH for 45 min at 37 °C with gentle rocking. Tissue was filtered through a 100 µm cell strainer and centrifuged at 400 g for 10 min at 4 °C. Pellets were washed once with AdDF^+++^, centrifuged, and treated with red cell lysis buffer Hybri‐Max for 5 min on ice before cell counting. Organoids were cultured as previously described.^[^ ^15^ ^]^ PDX‐derived organoids were evaluated for human and mouse cell content by flow cytometry to ensure purity. Additional quality control steps included short tandem repeat analysis to confirm organoid matching to the tumor of origin and mycoplasma testing.

### Organoid Drug Treatment

For drug treatment, organoids were dissociated into single cells and seeded in 48‐well plates in basement membrane extracts (BME) at a density of 2000 cells per well. After BME solidified, the organoid/BME domes were overlaid with 475 µL of medium with or without drug. Fresh medium and drugs were applied every 5 days. A well containing BME only was used as a negative control. The cells were cultured for 12–21 days, depending on the growth rate of the model, until the untreated controls formed organoids of > 50 mm in diameter. After removing the medium, the organoids were incubated with 1× PrestoBlue HS Reagent (Thermo Fisher) in breast organoid media^[^ ^15^ ^]^ overnight at 37 °C. On the following day, aliquots of the medium were transferred to a 384‐well plate, and fluorescent intensity was measured at 560/590 nm excitation/emission wavelength using a CLARIOstar Plus microplate reader. The medium‐only control was used for background correction. Cell viability for each organoid model was normalized to the corresponding BME‐only control. Three independent assays were performed for each organoid model.

### Patient‐Derived Cell Models

Tumors were collected from 4 breast cancer patients who underwent surgical resection at Zhejiang Cancer Hospital in 2025 (Table S10, Supporting Information). Samples were washed with pre‐cold PBS and then cut into 0.5 mm^2^ pieces and dissociated into cell suspensions using dissociation solvent (0.35% collagenase IV5, 2 mg mL^−1^ papain, 120 Units mL^−1^ DNase I). The cell suspensions were collected, filtered through a 40 µm cell strainer, and washed twice with PBS. Subsequently, the cells were cultured with Dulbecco's modified Eagle's medium (DMEM; YESEN, 41401ES) or RPMI 1640 (YESEN, 41402ES) with 10% FBS (Sunrise, SR100180.03) and 10% penicillin/streptomycin (Biosharp, BL505A), and incubated at 37 °C in an incubator containing 5% CO_2_. After 24 h of culture, cells were plated at 2000 cells per well in 384‐well plates with 10 µm olaparib, 10 µm PRMT5 inhibitor, and their combination for 5 days of treatment. Imaged and analyzed with the Incucyte SX5 live cell imaging device (Sartorius, Germany). The experiments were approved by the Ethics Committee of Zhejiang Cancer Hospital (Approval number: IRB‐2021‐410).

### Bioinformatics Analysis

Data collected from compound activity and cell viability assays were processed using an IncuCyte ZOOM live‐cell analysis system (Essen492 Biosciences). Data were normalized to the DMSO control and analyzed using R (v3.5.1) with Bioconductor (v.3.14). The half‐maximal inhibitory concentration (IC_50_) and the area above the curve (AAC) were calculated using the PharmacoGx R package (v. 2.6.0). The transcriptomes of TNBC cell lines were acquired through RNA‐seq and processed using the Kallisto pipeline.^[^ ^43^ ^]^ Genes were ranked according to Pearson correlation coefficients between AAC and individual gene expression levels. Hallmark gene sets were downloaded from MsigDB (https://www.gsea‐msigdb.org/gsea/msigdb/).^[^ ^44^ ^]^ GSEA plots were generated using the piano R package and the fgsea R package.^[^ ^45^, ^46^ ^]^

### IFN Signature Scoring

The IFN activation signature was derived by intersecting differentially expressed genes in sensitive cell lines and patient‐derived organoids (PDOs) with the MSigDB hallmark “Interferon Alpha Response” and “Interferon Gamma Response” gene sets, resulting in a non‐redundant gene list.

### Cell Viability Assay

Cells were seeded in 384‐well plates and treated with various doses of PRMTi for 5 days. After treatment, cell viability assay reagent CCK8 (Biosharp, BS350B) was added to each well to reach a 10% final concentration. The absorbance was measured using a multimode microplate reader (TECAN, Spark).

### Immunofluorescence Staining

Cells were cultured on poly‐L‐ornithine‐pretreated coverslips in 12‐well plates and treated with LLY‐283 or DMSO for 5 days. Following treatment, cells were washed with PBS and fixed in 4% formaldehyde for 15 min at room temperature. Subsequently, Cells were permeabilized using 0.5% (V/V) Triton X‐100 for 10 min and then blocked with 5% bovine serum albumin in PBS for 1 h at room temperature, followed by incubation with anti‐γ‐H2AX (1:500, #9718S, CST) overnight at 4 °C. After incubation with the secondary antibody (1:1000; Cell Signaling Technology) for 1 h in dark at room temperature, coverslips were washed with PBS and mounted using DAPI‐containing mounting medium (Invitrogen, Waltham, MA, USA). Images were captured using an A1 HD25 Single‐Photon confocal microscope and analyzed by NIS‐Elements (v5.21.03).

Tumor‐infiltrating CD8+ T cells in paraffin‐embedded tumor tissue sections from BALB/c mice bearing EMT6 tumors. The mice were treated with LLY‐283 (50 mg kg^−1^, 3 days on, 4 days off), Olaparib (50 mg kg^−1^, daily), or a combination of both. Tissue sections were deparaffinized in xylene and rehydrated through graded ethanol. Antigen retrieval was performed in EDTA buffer, followed by peroxidase blocking with 3% H_2_O_2_ and serum blocking with 3% BSA. The staining process specifically targeted CD8+ T cells using a CD8 primary antibody (CST #98941S; 1:400, 4 °C overnight), treated with HRP‐conjugated universal secondary antibody (Hangzhou Hawk, HKI0005), amplified with Flare520 fluorophore (Hangzhou Hawk, HKI0014), and counterstained with DAPI, with PBS washes between steps. For quantification, images were captured using a Nikon ECLIPSE C1 fluorescence microscope with a scale bar of 50 µm. Three random fields per section were quantified by manual counting, normalized to field area (cells mm^−2^), with *n* = 4 biological replicates. Data are presented as mean ± standard deviation, and statistical analysis was performed using one‐way ANOVA with Dunnett's test for multiple comparisons to assess differences across treatment groups.

### Quantitative Real‐Time PCR (qRT‐PCR)

Total RNA was isolated using the Total RNA Extraction Reagent kit (Vazyme, Jiangsu, China), and cDNA synthesis was performed with the iScript gDNA Clear cDNA synthesis kit (Yeasen, Shanghai, China) following the manufacturer's protocol. PCR was performed using qPCR SYBR green master mix (Vazyme, Jiangsu, China) on a LightCycler 96 real‐time PCR System device. Primers were summarized in Table S11 (Supporting Information). Relative gene expression was calculated using the 2^−ΔΔCT^ method.

### Western Blot Analysis

Cells and tumor tissue samples were lysed as previously described.^[^ ^47^ ^]^ A total of 20–100 µg of proteins were separated in 4–12% Bis‐Tris protein gels (Invitrogen) and transferred to nitrocellulose membranes (Bio‐Rad). Primary antibodies included anti‐PRMT5 (CST, 79998S), anti‐SDMA (CST, 13222S), anti‐γ‐H2AX (CST, 9718S), anti‐GAPDH (HUABIO, ET1602‐4), anti‐TBK1(CST, 38066S), anti‐p‐TBK1(CST, 5483S), anti‐STING (CST, 50494S), anti‐IRF3 (HUABIO, ET1612‐14), anti‐p‐IRF3 (HUABIO, ET1608‐22), anti‐GINS4 (proteintech, 13315‐1‐AP). Images were acquired using an Odyssey scanner (LiCor, Lincoln, NE, USA) or Amershan ImageQuant 80 and analyzed using ImageQuant TL (v8.2.0) and ImageJ (v1.53a).

### siRNA Transfection

Cells were seeded overnight in 6‐well plates at a density of 2.5 × 10⁵ cells per well. Transfection complexes were prepared by combining siRNA (final concentration 50 nm, see Table S12, Supporting Information) and Transfection Reagent at the manufacturer‐recommended ratio in serum‐free medium, followed by incubation at room temperature for 5 min. Complexes were added dropwise to the cells. Gene expression analysis was performed 48 h post‐transfection.

### Flow Cytometry

For tumor tissue, at the end of the animal experiment, tumors were collected, chopped, and digested for 30 min at 37 °C using tumor tissue dissociation solution (Orgarid, SD004) according to the manufacturer's protocol to obtain a single cell suspension. The suspension was then passed through a 40 µm cell strainer and centrifuged. Cell pellets were obtained, washed, and resuspended in PBS. Cells were incubated with live/dead cell viability reagent for 30 min on ice. Then, cells were washed twice with volumes of neutralizing PBS containing 2% FBS. For surface staining, cells were incubated with the antibodies diluted in PBS at 4 °C for 30 min. After staining, cells were washed and resuspended in PBS. Samples were analyzed on a CytoFLEX LX (Beckman). Compensation and gating were performed on CytExpert software (v2.4). The antibodies used are detailed in Table S13 (Supporting Information).

### RNA Sequencing

RNA was extracted from TNBC cell lines and organoids using TRIzol (Thermo Fisher Scientific, cat. 15596018). RNA quantity was assessed with a NanoDrop ND‐1000 (NanoDrop, Wilmington, DE, USA), and RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). mRNA was purified using oligo(dT) beads (Dynabeads Oligo (dT), cat. 25–61005, Thermo Fisher Scientific). Purified mRNA was fragmented, and RNA libraries were constructed following the manufacturer's instructions for the NEBNext Ultra Directional RNA Library Prep Kit (NEB, cat. E7760). Paired‐end sequencing was performed on an Illumina NovaSeq 6000 platform. FASTQ files were aligned to the human genome (GRCh38) using Bowtie2 (v2.2.5). SAM files were converted to BAM files with SAMtools (v1.10). The Repenrich2_subset function was used to generate files for uniquely and multimapped reads, which were analyzed to estimate repetitive element expression using the Repenrich2 function. Differential expression was analyzed using DESeq2 (v1.34.0) with FDR correction (see subhead Quantification and Statistical Analysis in Experimental Section).

### Whole–Exome Sequencing

DNA was extracted from the patient‐derived tumor xenograft and quantified using Qubit (1×dsDNA HS Assay kit, YEASEN, cat. 12642ES76). For whole‐exome sequencing, libraries were prepared using the Twist Library Preparation EF Kit 2.0 (Twist Bioscience, cat. 104207) followed by target enrichment with the Twist Exome 2.0 Plus Panel (Twist Bioscience, cat. 105036). Sequencing was performed on the Illumina NovaSeq X Plus platform with 150‐base pair paired‐end reads (PE150). FASTQ files were trimmed with Trim Galore (v0.6.7, Q20) and aligned to GRCh38 using BWA‐MEM (v0.7.17). PCR duplicates were removed (GATK v4.2.6.1), and variants were called with GATK HaplotypeCaller, filtered (QUAL < 30, QD < 2, FS > 60, SOR > 3, MQ < 40), and annotated using ANNOVAR (RefSeq).

### Splicing Analysis

rMATS (version 4.1.1) was used to identify alternative splicing events and analyze differential alternative splicing events between samples. AS events were identified with a false discovery rate (FDR) < 0.05 in a comparison as significant AS events.

### Single‐Cell RNA‐Seq Data Analysis

After treatment, tumors were collected from BALB/c mice. Tumors displaying no necrosis and ulcers in the area from three mice were pooled together as one sample. Tumors were dissociated into single‐cell suspensions for sequencing using a tumor dissociation kit. At least 5000 cells in each group were used for scRNA‐seq library preparation using the Single Cell 3′ Reagent Kits (10× Genomics). 

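Every deposited cell held at least 500 UMIs. The median number of genes per cell was 2533 in the Olaparib + LLY-283 library and 1501.5 in the Combo library, and the median share of mitochondrial UMIs was 1.11% and 1.43%. The 95th percentile of that share was 4.25% and 52.6%. At the limit of 20% mitochondrial UMIs, 86 cells of the Olaparib + LLY-283 library (0.534%) and 1586 cells of the Combo library (21.0%) were left out. After the filter, 16029 and 5956 cells remained. Scrublet, which scores each cell against simulated pairs of cells, called 3169 (19.8%) and 107 (1.80%) of them as doublets, at score thresholds of 0.267 and 0.221 that it set for each library.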

The libraries were processed on an Illumina NovaSeq 6000 system. FASTQ files were converted into count matrices by Cell Ranger Software (v7.0.0), with the Mus musculus genome mm10 serving as the reference genome. A gene expression matrix was generated using the Seurat package (v4.3.0). The t‐Distributed Stochastic Neighbor Embedding (t‐SNE) method was used for visualization. The K‐nearest neighbor graph was constructed using the *FindNeighbors* function. The clustering was performed with the *FindClusters* function using a resolution of 1.3. Cell‐type annotation was executed through manual curation, selecting markers from relevant studies pertaining to the same cell populations, facilitated by the *AddModuleScore* function. Known markers used for cell‐type annotation are provided in Table S14 (Supporting Information). For more detailed cell type annotation, *Epcam*, *Krt18*, and *Krt8* genes were used to distinguish tumor cells, while the remaining cells were re‐clustered into eight groups. 

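The joint clustering of both libraries gave 26 clusters. Those with Krt18 and Krt8 over 2-fold above the median of the clusters that had another name were taken as tumor-like, a rule set after the data had been seen. Tumor-like cells made up 77.3% [76.6 to 78.0] of the clustered cells of the Olaparib + LLY-283 library (9942 cells) and 49.2% [48.0 to 50.5] of those of the Combo library (2880 cells). A further 728 and 556 cells of a cluster with the keratins, few UMIs for its library and no tumor marker among its 10 leading genes were set apart without a name. The remaining 2190 and 2413 non-tumor cells were clustered again into 19 clusters, of which 18 fell into 8 classes and 1 stayed unnamed.

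Of the non-tumor cells of the Olaparib + LLY-283 and Combo libraries, macrophage-like cells were 47.0% [44.9 to 49.1] and 29.4% [27.6 to 31.3], neutrophil-like cells 27.2% [25.4 to 29.1] and 45.0% [43.0 to 47.0], and CAF-like cells 10.4% [9.16 to 11.8] and 3.19% [2.53 to 3.97]. T-like cells were 3.42% [2.70 to 4.27] and 2.61% [2.01 to 3.33], and DC-like cells 2.69% [2.06 to 3.46] and 1.91% [1.40 to 2.53], with overlapping intervals in both classes. Endothelial-like cells were 4.11% and 1.37%, myogenic-like cells 1.37% and 2.28%, and osteoclast-like cells 1.87% and 1.04%. The cluster that stayed unnamed carried neutrophil genes and made up 1.92% [1.39 to 2.58] and 13.2% [11.9 to 14.6]. No cluster was named B-like or NK-like. These shares describe the 2 pooled samples, and the mitochondrial and doublet limits removed very different numbers of cells from each.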

Markers used for cell‐type annotation can be found in Table S15 (Supporting Information).

### Quantification and Statistical Analysis

Data were presented as the mean ± standard deviation and analyzed using two‐way ANOVA followed by Dunnett's test for multiple comparisons. A *p*‐value less than 0.05 was considered statistically significant. Tumor growth curves in BALB/c mice were analyzed using a two‐sided unpaired t‐test to compare treatment groups at specific time points. Tumor volumes were measured using length × width^2^ × 0.5. Survival data were evaluated using Kaplan–Meier curves and log‐rank tests. Transcriptomic analyses used Pearson correlation coefficients to rank genes by AAC correlation, with gene set enrichment analysis (GSEA) performed using the clusterProfiler R packages. Western blot densitometry and qRT‐PCR (2‐ΔΔCT) data were compared using a two‐sided unpaired t‐test. Single‐cell RNA‐seq differential expression was analyzed using Wilcoxon rank‐sum tests in the Seurat package (v4.3.0). Drug synergy was assessed using the Bliss independence model via SynergyFinder (v3.16.0). Specific statistical tests for each experiment are detailed in the corresponding figure legends.

### Bliss Synergy Scoring

The Bliss independence model is a reference model for evaluating the combination effect of drugs. The expected combined effect (Ee) is calculated using the following equation:

(1) Ee=Ea+Eb−Ea×Eb

For each concentration pair of the two drugs, the Bliss synergy score is computed as:

(2) BlissScore=Eo−Ee

Where Ee is the expected combined effect. Ea and Eb are the effects of Drug a and Drug b, respectively. Eo is the observed combined effect. If the observed combined effect Eo exceeds Ee, the combination is considered synergistic; otherwise, it may be additive or antagonistic.

The Bliss synergy scores were calculated using the CalculateSynergy function from the SynergyFinder (v3.16.0) R package. The synergy scores were subsequently visualized using the Plot2DrugHeatmap and PlotSynergy functions. Unless otherwise specified, all calculations were performed using the default parameter settings of the package.″

### Zero Interaction Potency (zip) Scoring

The analysis of synergistic effects was performed using the SynergyFinder online analysis platform, employing the Bliss model and ZIP model.

### Statistical Analysis

Prism software (GraphPad) was used for statistical analysis and graphical representation of the data. Statistical significances were tested using an unpaired Student's t‐test. All tests were considered statistically significant when *P* < 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.W.Z., S.Y.Z., and L.G. contributed equally to this work. Q.W. supervised the research. Z.W.Z., S.Y.Z., X.J.W., and Y.S.J.planned the experiments, designed and prepared figures, and performed the majority of the assays. Y.S.J., J.H., and S.Y.Z. performed the RNA‐seq analysis. L.G. performed the Single‐cell RNA‐seq analysis. J.Q.T. conducted qRT‐PCR, cell growth, western blotting, genetic knockdown studies, and dsRNA staining assays. S.Y.Z., Y.C.P. performed the organoid assays, flow cytometry, and mouse studies. Z.W.Z., Y.W., and Q.W. wrote the manuscript. All authors assisted in writing the manuscript, reviewed the final version, and approved the content and submission.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

Supplemental Table 10

Supplemental Table 11

Supplemental Table 12

Supplemental Table 13

Supplemental Table 14

Supplemental Table 15

## Data Availability

The data underlying this article are available in the article and in its online supplementary material. And the associated data has been deposited to GEO with code: GSE292508.

# Supplementary material for: Interferon‐Driven Biomarkers and Synergistic Therapy for PRMT5 Inhibition in Triple‐Negative Breast Cancer
**Source:** Adv Sci (Weinh). 2025 Nov 19;13(6):e05787. doi: 10.1002/advs.202505787
**Supplement:** Supplementary file 1 — Supporting Information

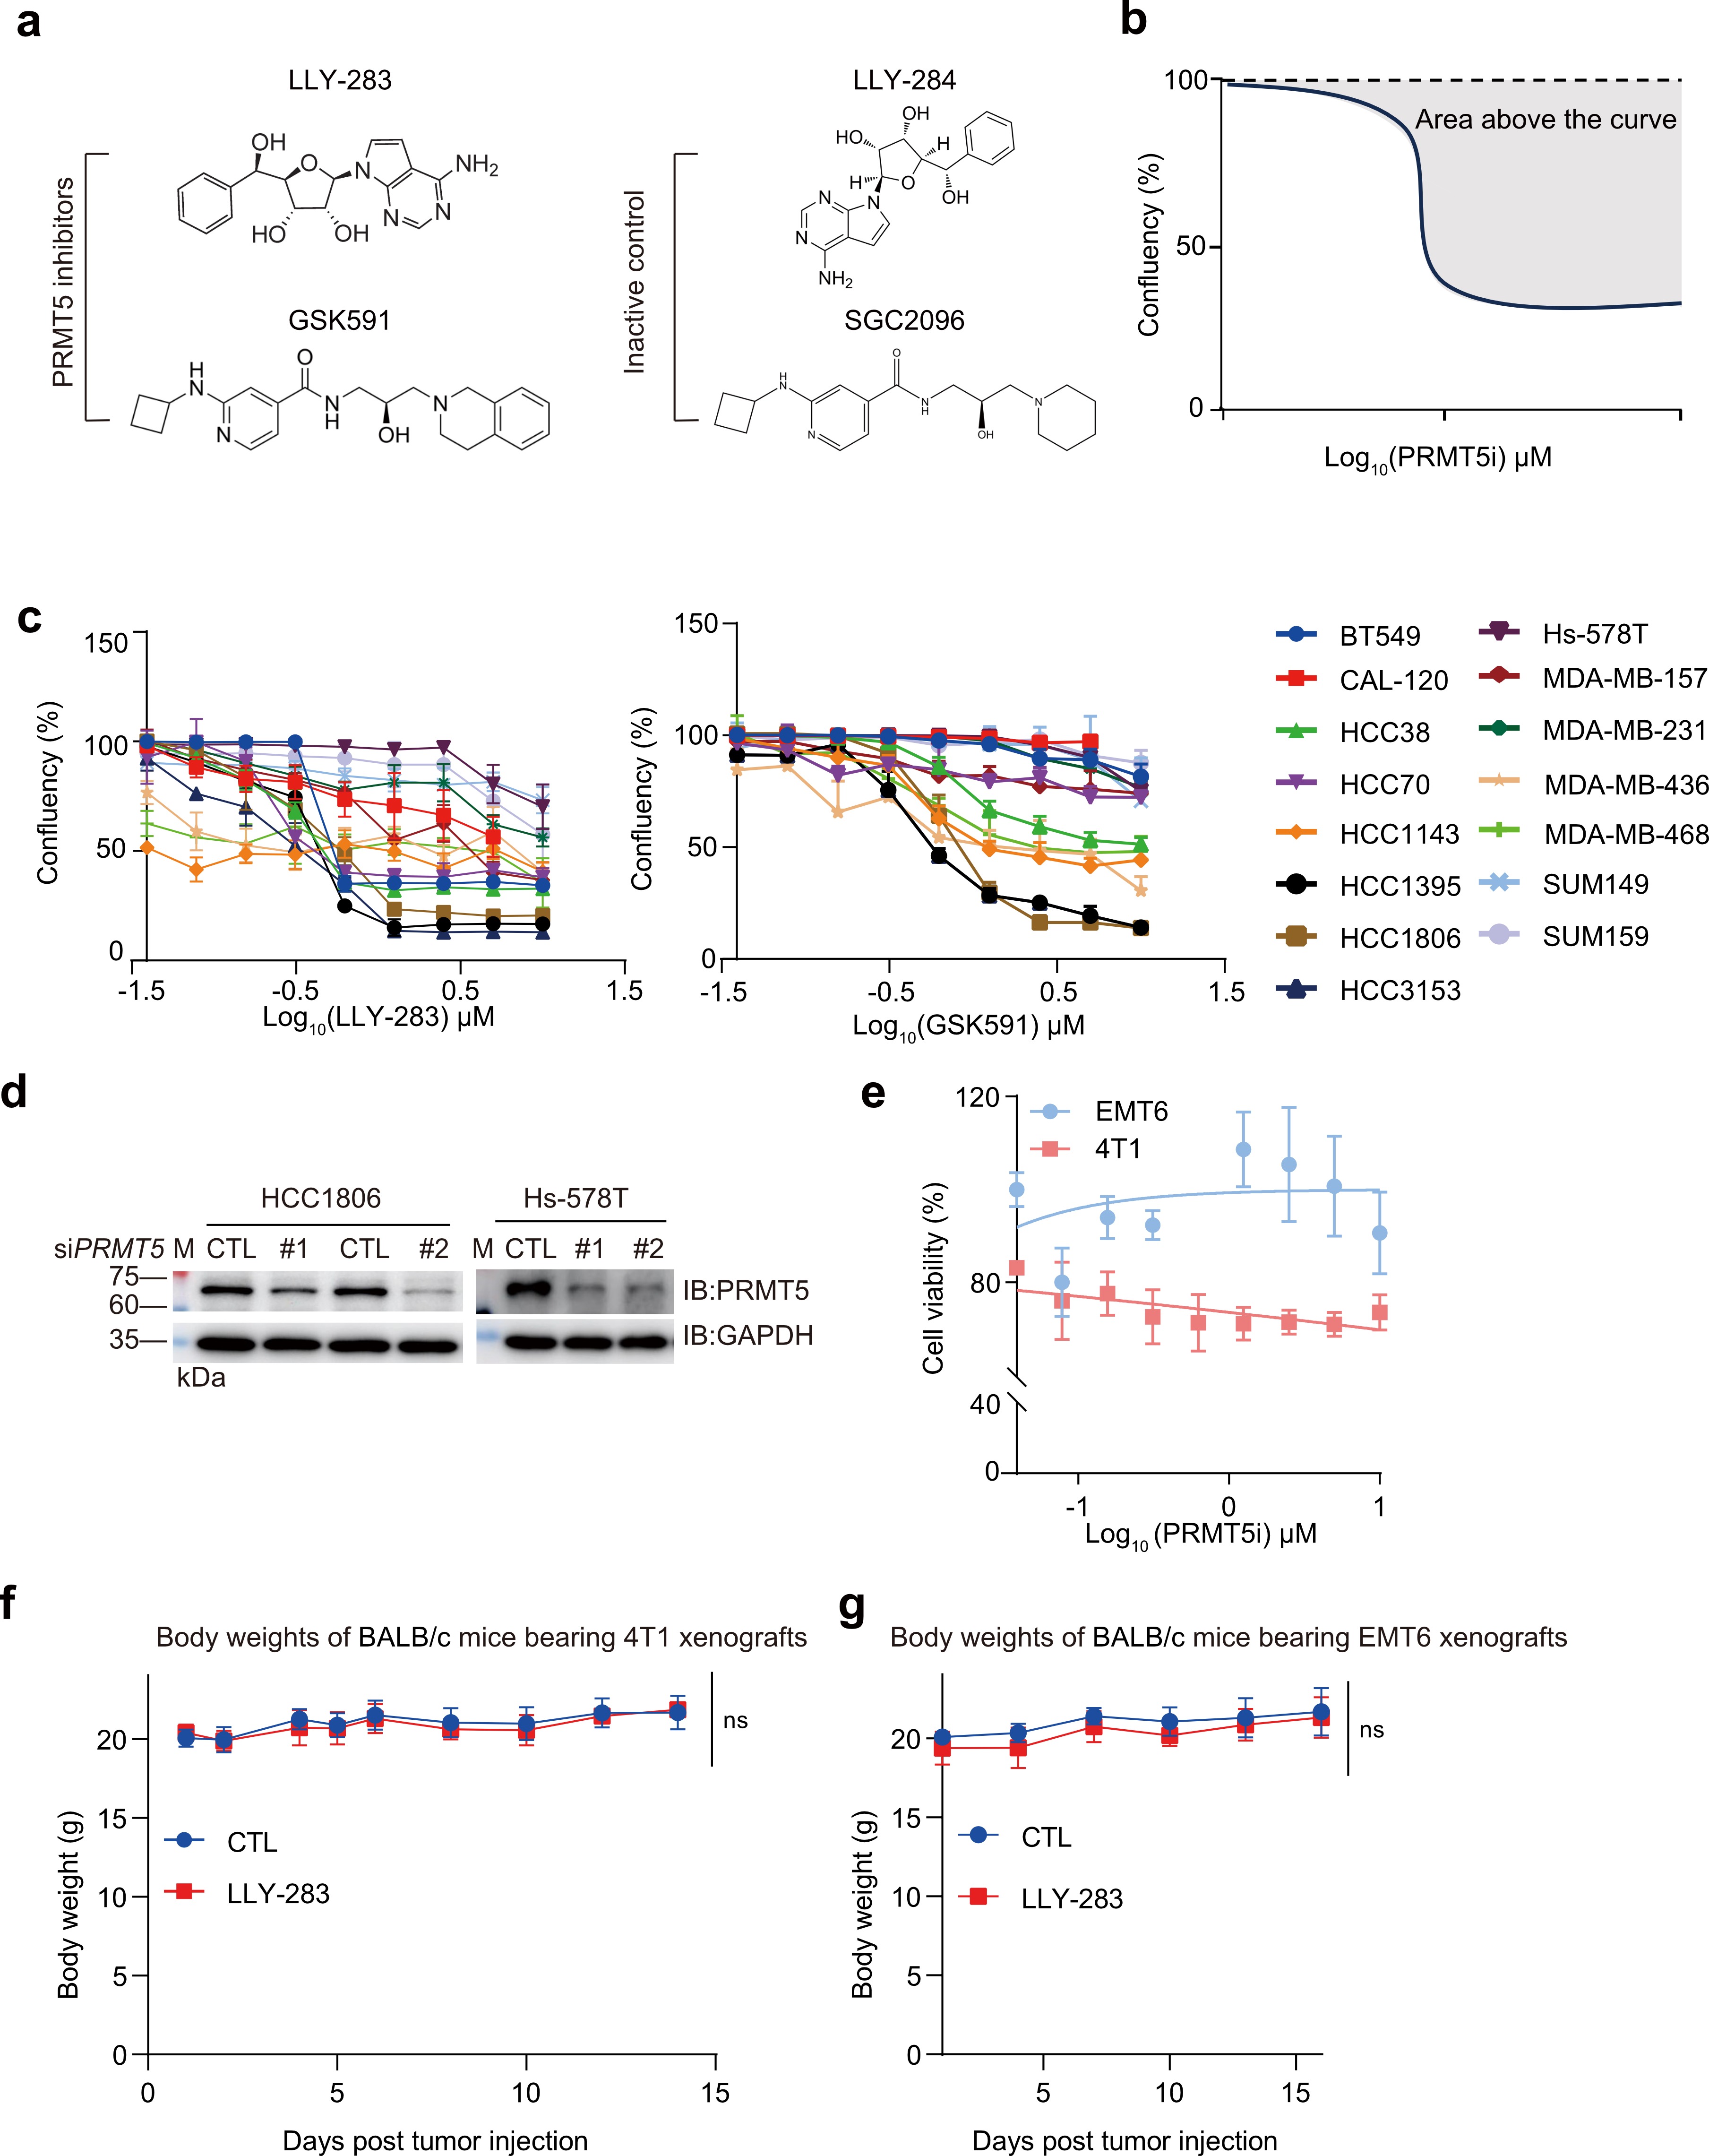
Supplementary Fig. 1: Heterogeneous response to PRMT5 inhibition in TNBC.

**a,** Chemical structures of PRMT5 inhibitors LLY-283 and GSK591, alongside the inactivated controls LLY-284 and SGC2096. **b,** Schematic diagram illustrates AAC (area of above curve) used for sensitivity analysis. **c,** Cell proliferation curves of TNBC cell lines treated with LLY-283 (left panel) or GSK591 (right panel) for 5 days. Data are shown as mean ± s.d., *n* = 4. **d**, Immunoblots of PRMT5 of siRNA knockdown of *PRMT5* or control in HCC1806 (left panel) and Hs-578T (right panel) cells. Data are representative of independent experiments. **e**, Growth curves of 4T1 and EMT6 cells treated with LLY-283 for 5 days at indicated concentrations. Data are shown as mean ± s.d., *n* = 3. **f-g**, The body weight of BALB/c mice bearing 4T1 xenografts (f) and EMT6 xenografts (**g**). Data are presented as mean ± s.d., *n* = 3, two-sided unpaired *t*-test.

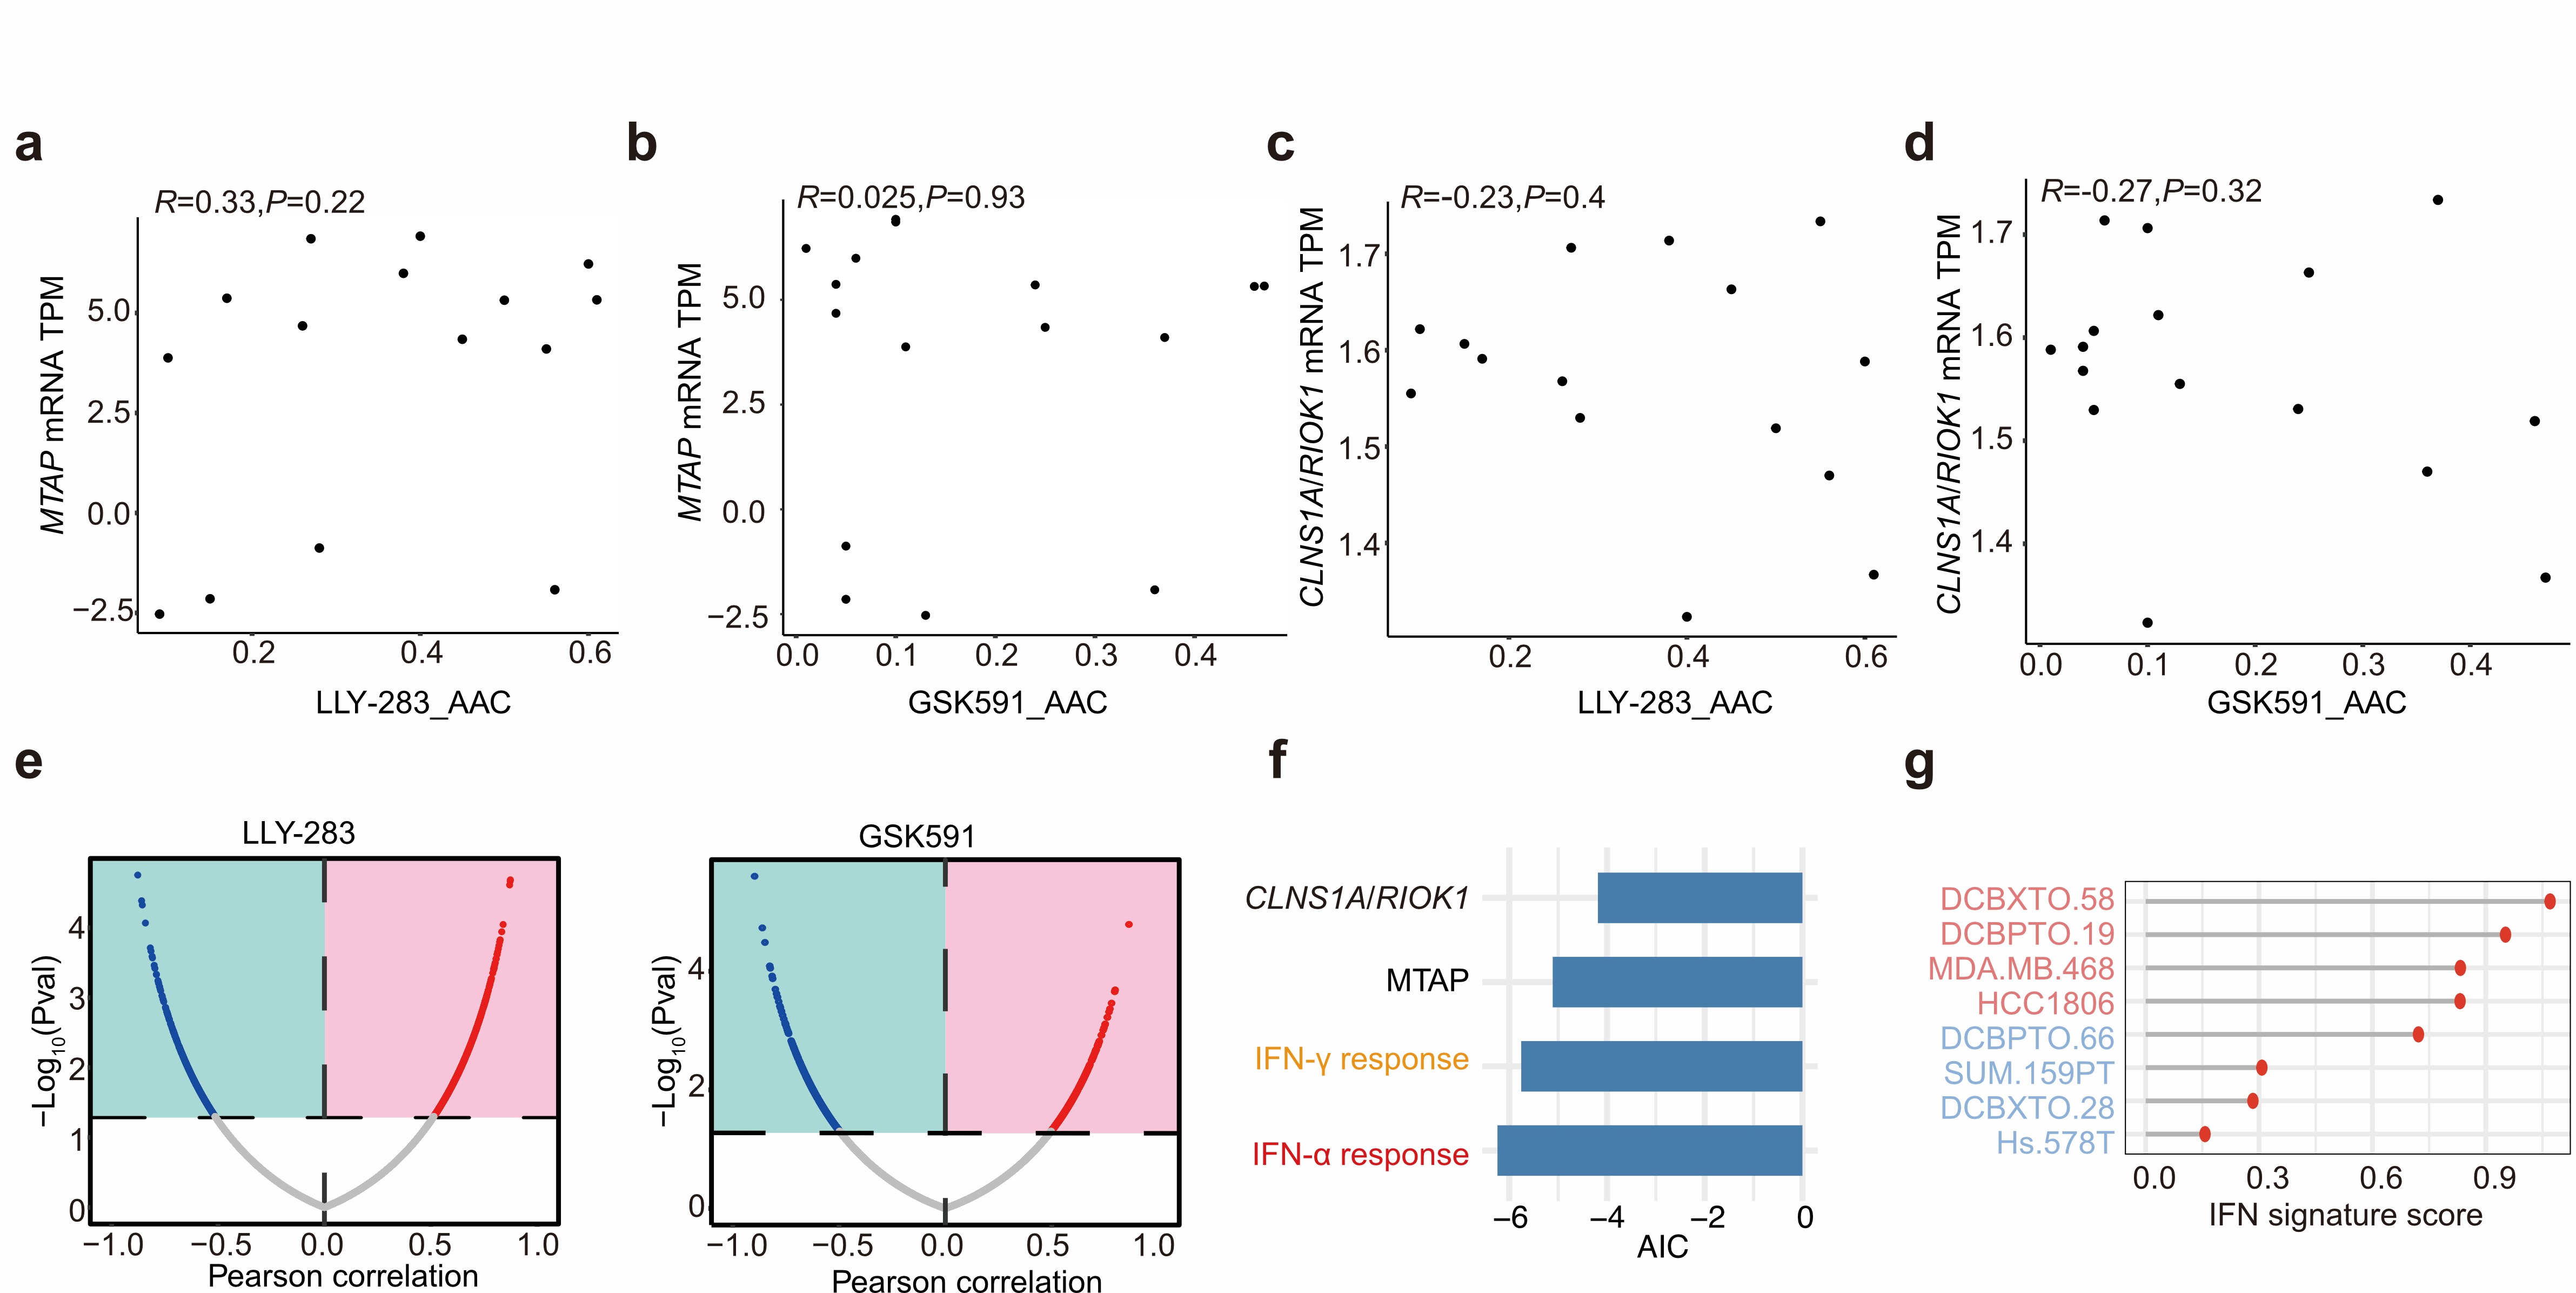

Supplementary Fig. 2: Basal interferon response correlates with TNBC sensitivity to PRMT5 inhibition.

**a-b,** Correlation of *MTAP* mRNA expression with LLY-283 (**a**) or GSK591 (**b**) sensitivity. **c-d,** Correlation of *CLNS1A*/*RIOK1* ratio with LLY-283 (**c**) or GSK591 (**d**) sensitivity. **e**, Pearson correlation analysis of gene-expression profiles and sensitivity to LLY-283 (left panel) and GSK591 (right panel) across TNBC cell lines. Red indicates upregulated genes associated with increased sensitivity. Blue indicates negative correlations associated with resistance. **f**, Akaike Information Criterion (AIC) values for each candidate biomarker. **G,** Lollipop plot of interferon-signature scores across cell lines and PDOs models.

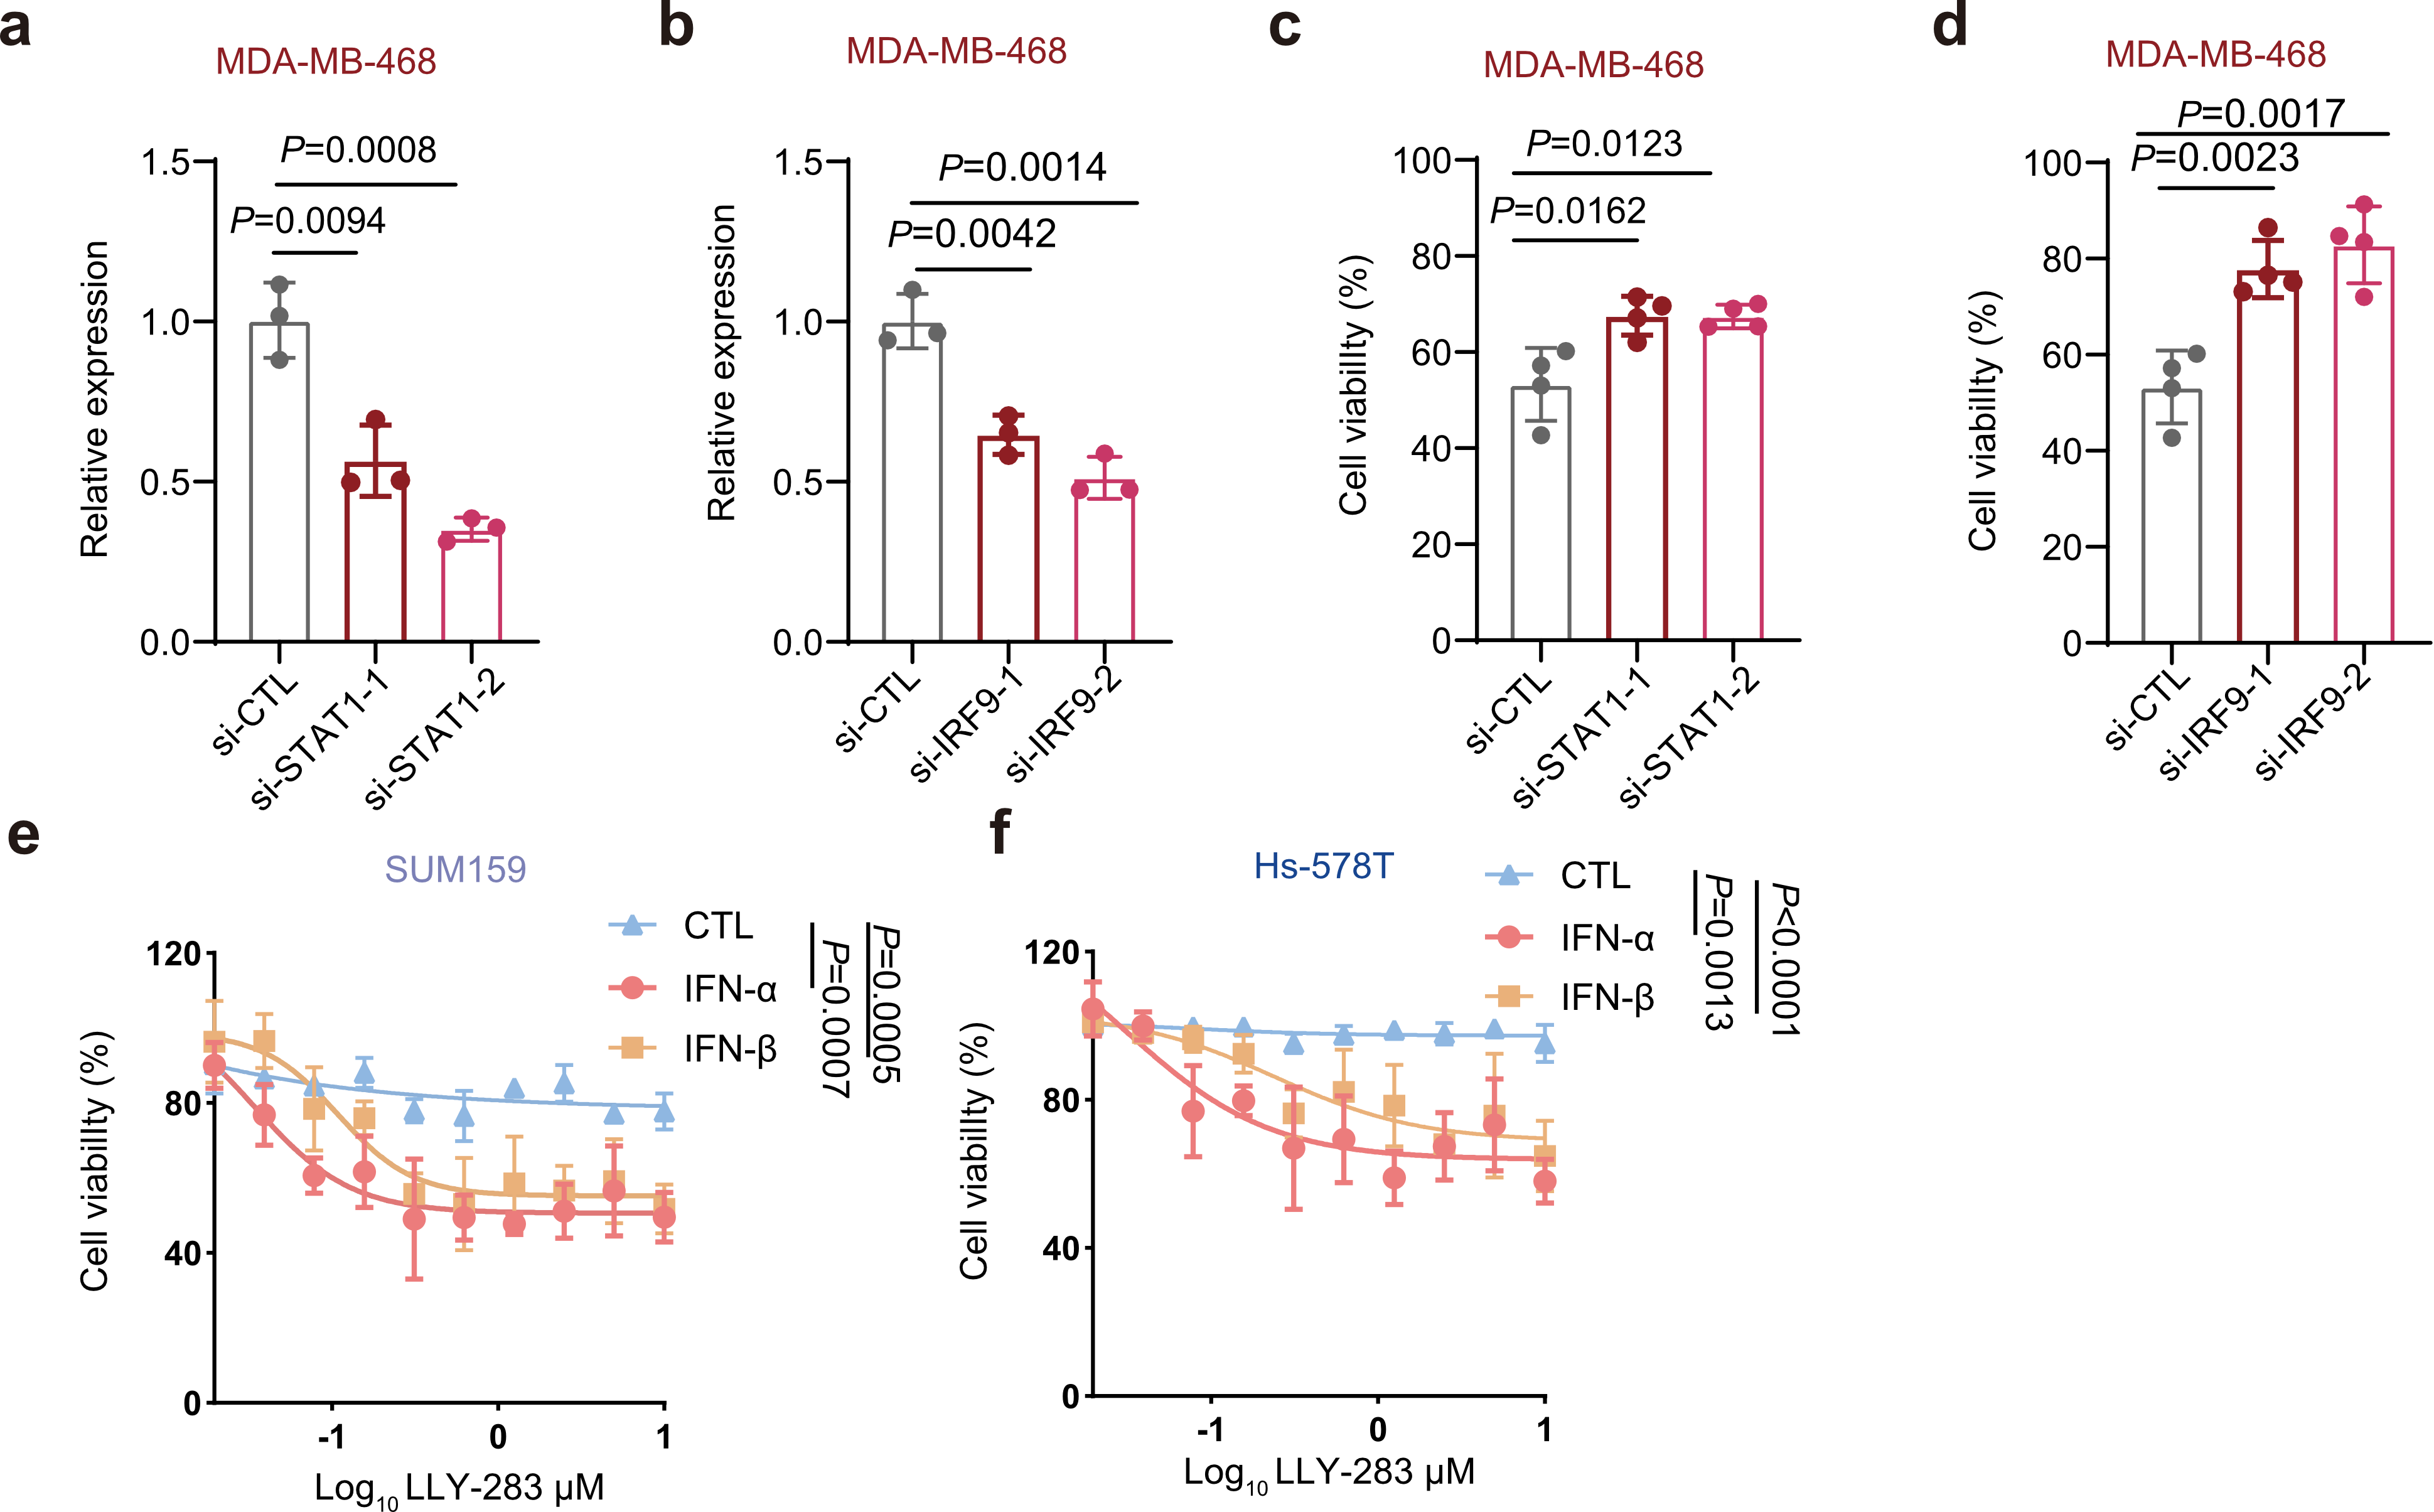
Supplementary Fig. 3: IFN signaling in PRMT5i sensitivity.

**a,** *STAT1* expression of MDA-MB-468 cells transfected with indicated siRNAs, Data are presented as mean ± s.d., *n* = 3, two-sided unpaired *t*-test. **b,** *IRF9* expression of MDA-MB-468 cells transfected with indicated siRNA, Data are presented as mean ± s.d., *n* = 3, two-sided unpaired *t*-test. **c,** Cell viability of MDA-MB-468 cells and their *STAT1*-knockdown derivatives treated with LLY-283, Data are presented as mean ± s.d., *n* = 4, two-sided unpaired *t*-test. **d,** Cell viability of MDA-MB-468 cells and their *IRF9*-knockdown derivatives were treated with LLY-283, Data are presented as mean ± s.d., *n* = 4, two-sided unpaired *t*-test. **e-f,** Cell viability of SUM159 (**e**) and Hs-578T cells (**f**) treated with IFN-α or IFN-β was assessed following treatment with gradient-diluted LLY-283, Data are presented as mean ± s.d., *n* = 4, two-sided unpaired *t*-test.

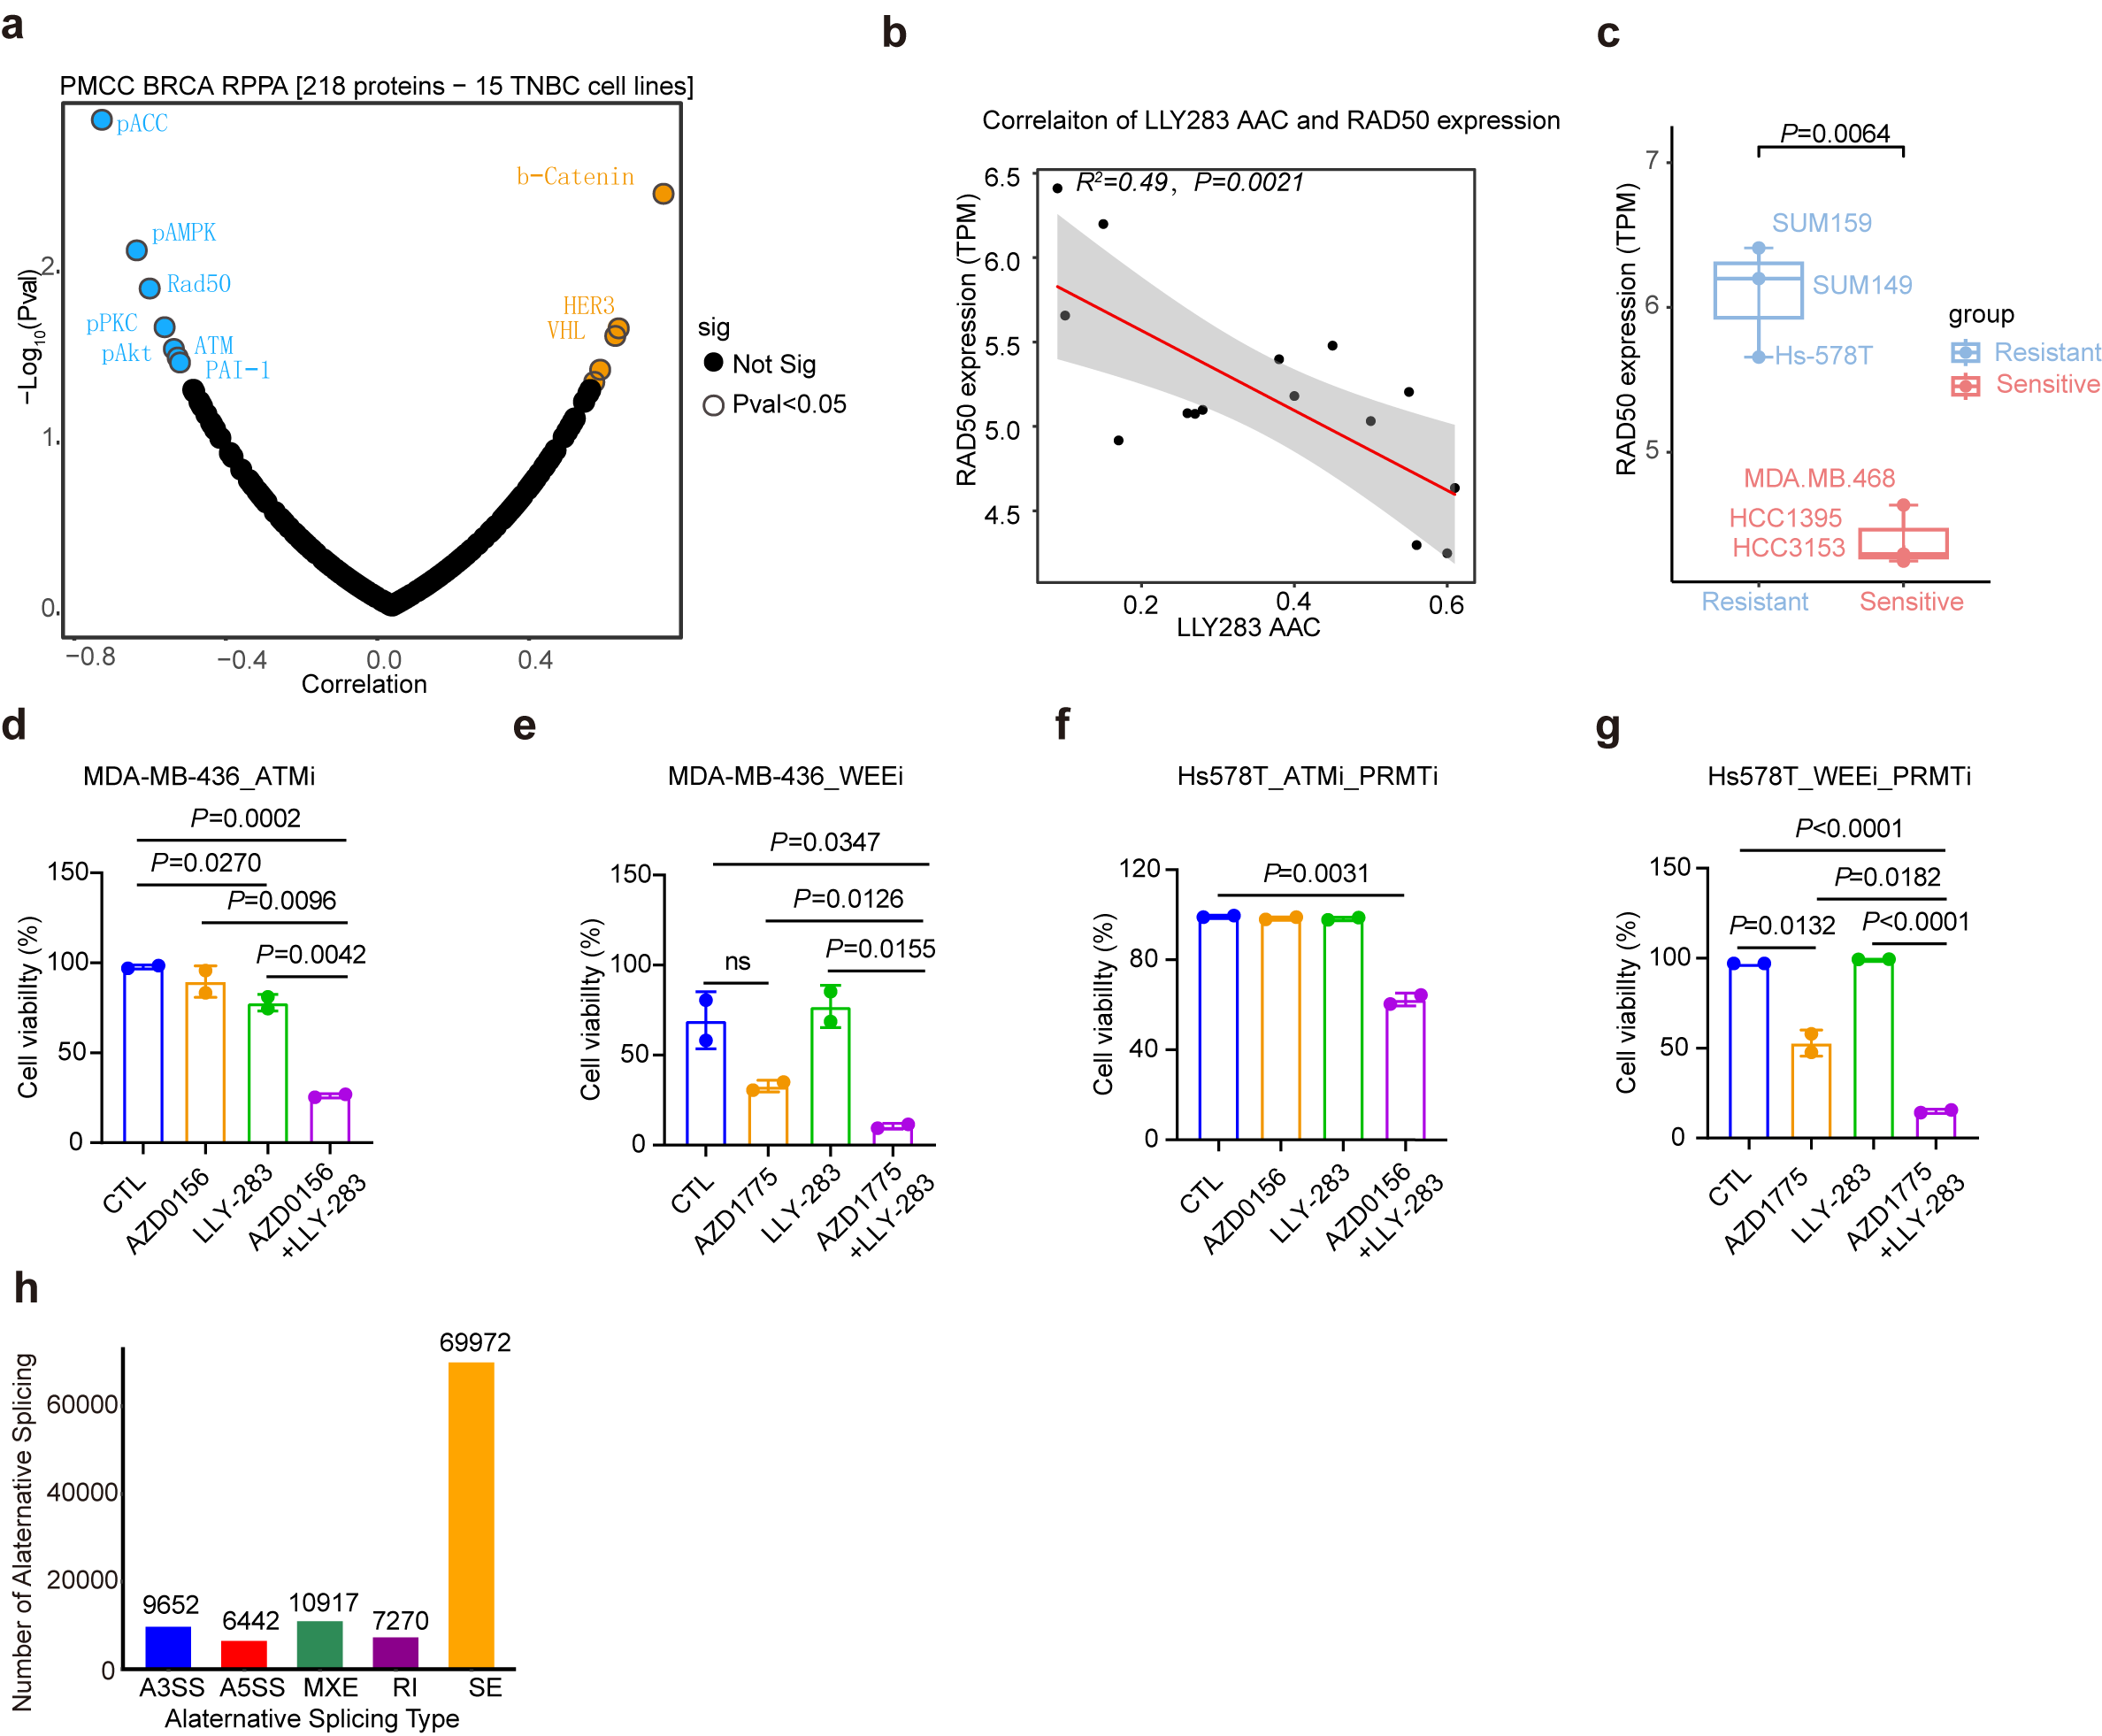

Supplementary Fig. 4: DNA damage response drives PRMT5i resistance in TNBC models.

**a,** Volcano plot showing proteins whose abundance correlates with sensitivity to the PRMT5 inhibitor LLY-283. Log_2_ fold change values compare protein levels in sensitive lines (red, right) versus in resistant lines (blue, left). Data were analyzed by unpaired two-tailed Student’s *t*-test for multiple comparisons. **b,** Correlation of *RAD50* mRNA expression with LLY-283 sensitivity. **c,** Boxplot indicated *RAD50* mRNA expression in sensitive cells (red, right) and resistance cells (blue, left). **d,** Cell viability of MDA-MB-436 cells wer**e** treated with AZD0156, LLY-283, or their combination. **e,** Cell viability of MDA-MB-436 cells were treated with AZD1175, LLY-283, or their combination. **f,** Cell viability of Hs-578T cells were treated with AZD0156, LLY-283, or their combination. **g,** Cell viability of Hs-578T cells were treated with AZD1175, LLY-283, or their combination. Data are presented as mean ± s.d., *n* = 2, statistical significance was evaluated using the two-tailed Student’s *t*-test. **h,** Bar plot showing the number of genes with alternative splicing (AS) events after interferon alpha treatment. A3SS (alternative 3’ splice site), A5SS (alternative 5’ splice site), MXE (mutually exclusive exon), RI (retained intron), and SE (skipped exon).

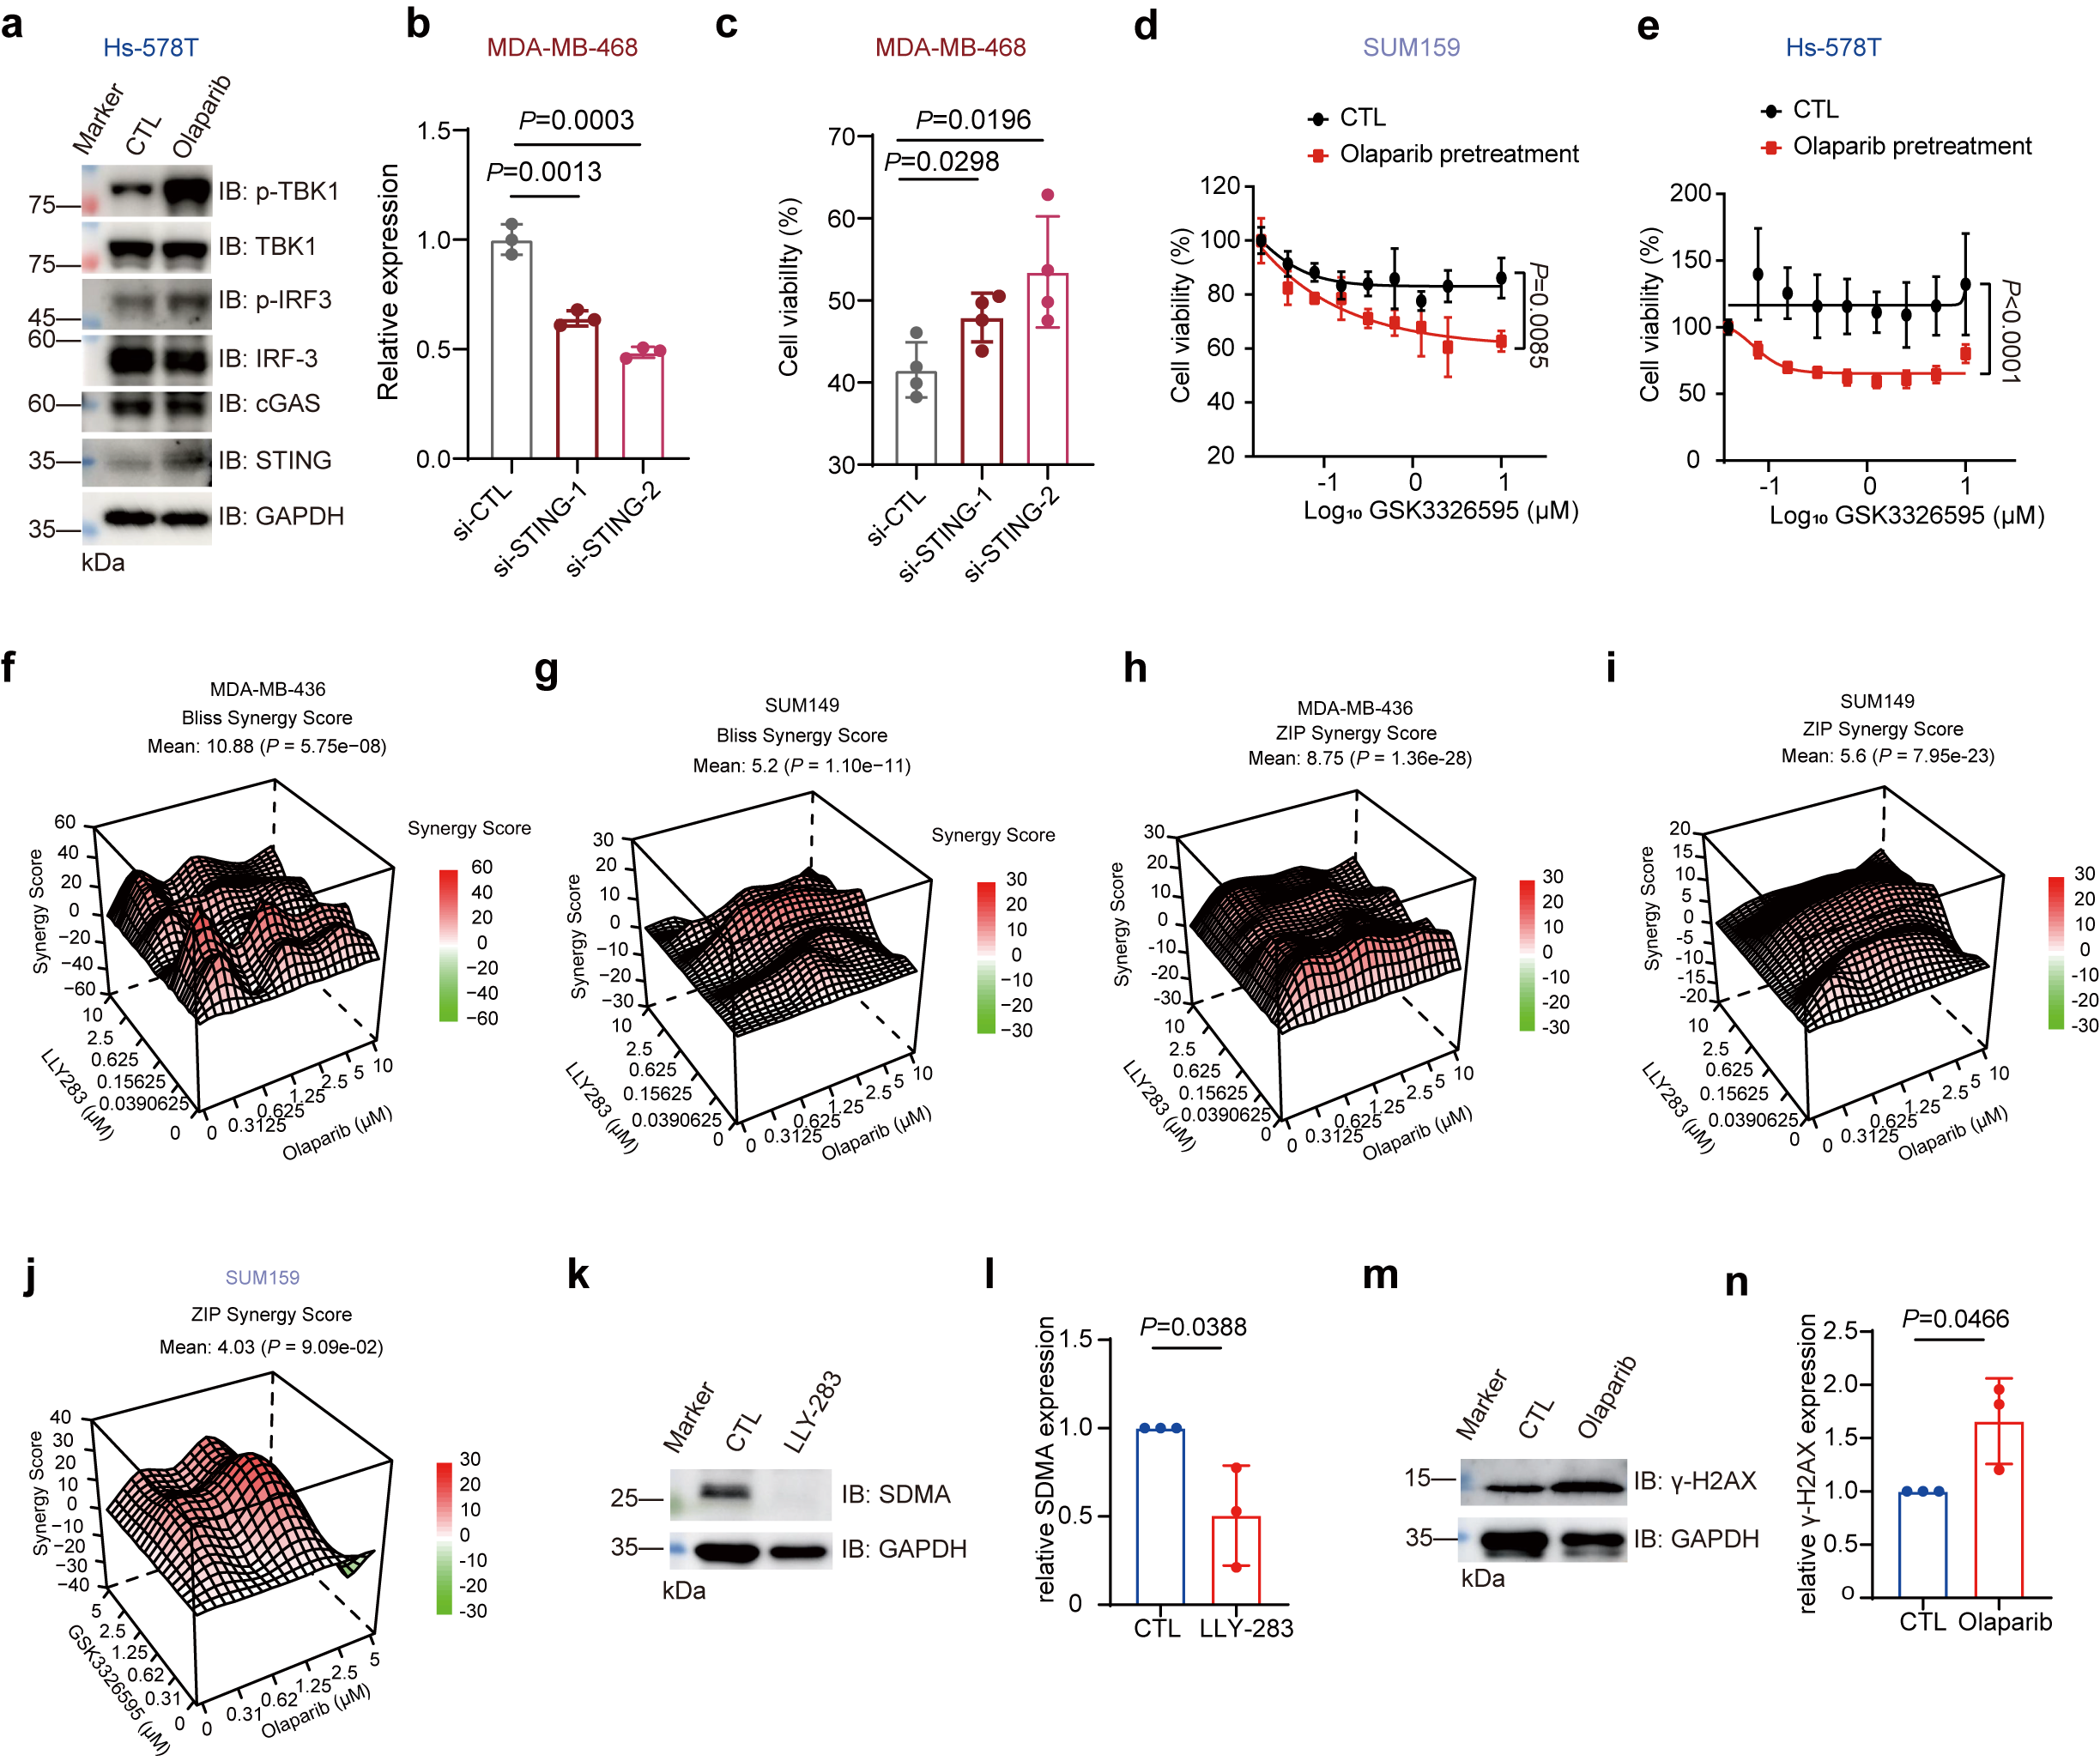

Supplementary Fig. 5: Synergistic sensitization of TNBC to PRMT5 inhibition by Olaparib.

**a,** Western blot analysis of pTBK1, TBK1, pIRF3, IRF3, cGAS, and STING expression of Olaparib treated Hs-578T cells and GAPDH as a loading control. **b,** qPCR quantification of *STING* mRNA expression in MDA-MB-468 cells transfected with control siRNA (siCTL) or siRNA targeting *STING1* (siSTING1), Data are shown as mean ± s.d., *n* = 3, two-sided unpaired *t*-test. **c,** Cell viability of MDA-MB-468 cells and their *STING*-knockdown derivatives treated with LLY-283, Data are shown as mean ± s.d., *n* = 3, two-tailed Student’s *t*-test. **d-e,** Cell viability curves of SUM159 (**d**) and Hs-578T (**e**) pretreated with Olaparib (3 µM, 3 days), followed by exposure to different concentrations of GSK3326595 for an additional 5 days. Data are shown as mean ± s.d., *n* = 3, two-sided unpaired *t*-test. **f-g**, Bliss Synergy Score for Olaparib + PRMT5 inhibitor combination in MDA-MB-436 (**f**) and SUM149 (**g**). **h**-**j**, Zip Synergy Score for Olaparib + PRMT5 inhibitor combination in MDA-MB-436 (**h**), SUM149 (**i**) and SUM159 (**j**) cells. **k,** Representative immunoblots of SDMA expression of tumor tissue from mice treated with control (CTL) or LLY-283. **l,** Quantification of SDMA band intensities from (**k**), Data are shown as mean ± s.d., *n*= 3, two-sided unpaired *t*-test. **m,** Representative immunoblots of γ-H2AX protein expression of tumor tissue from mice treated with control or Olaparib. **n,** Quantification of γ-H2AX band intensities from (**m**), Data are shown as mean ± s.d., *n* = 3, two-sided unpaired *t*-test.

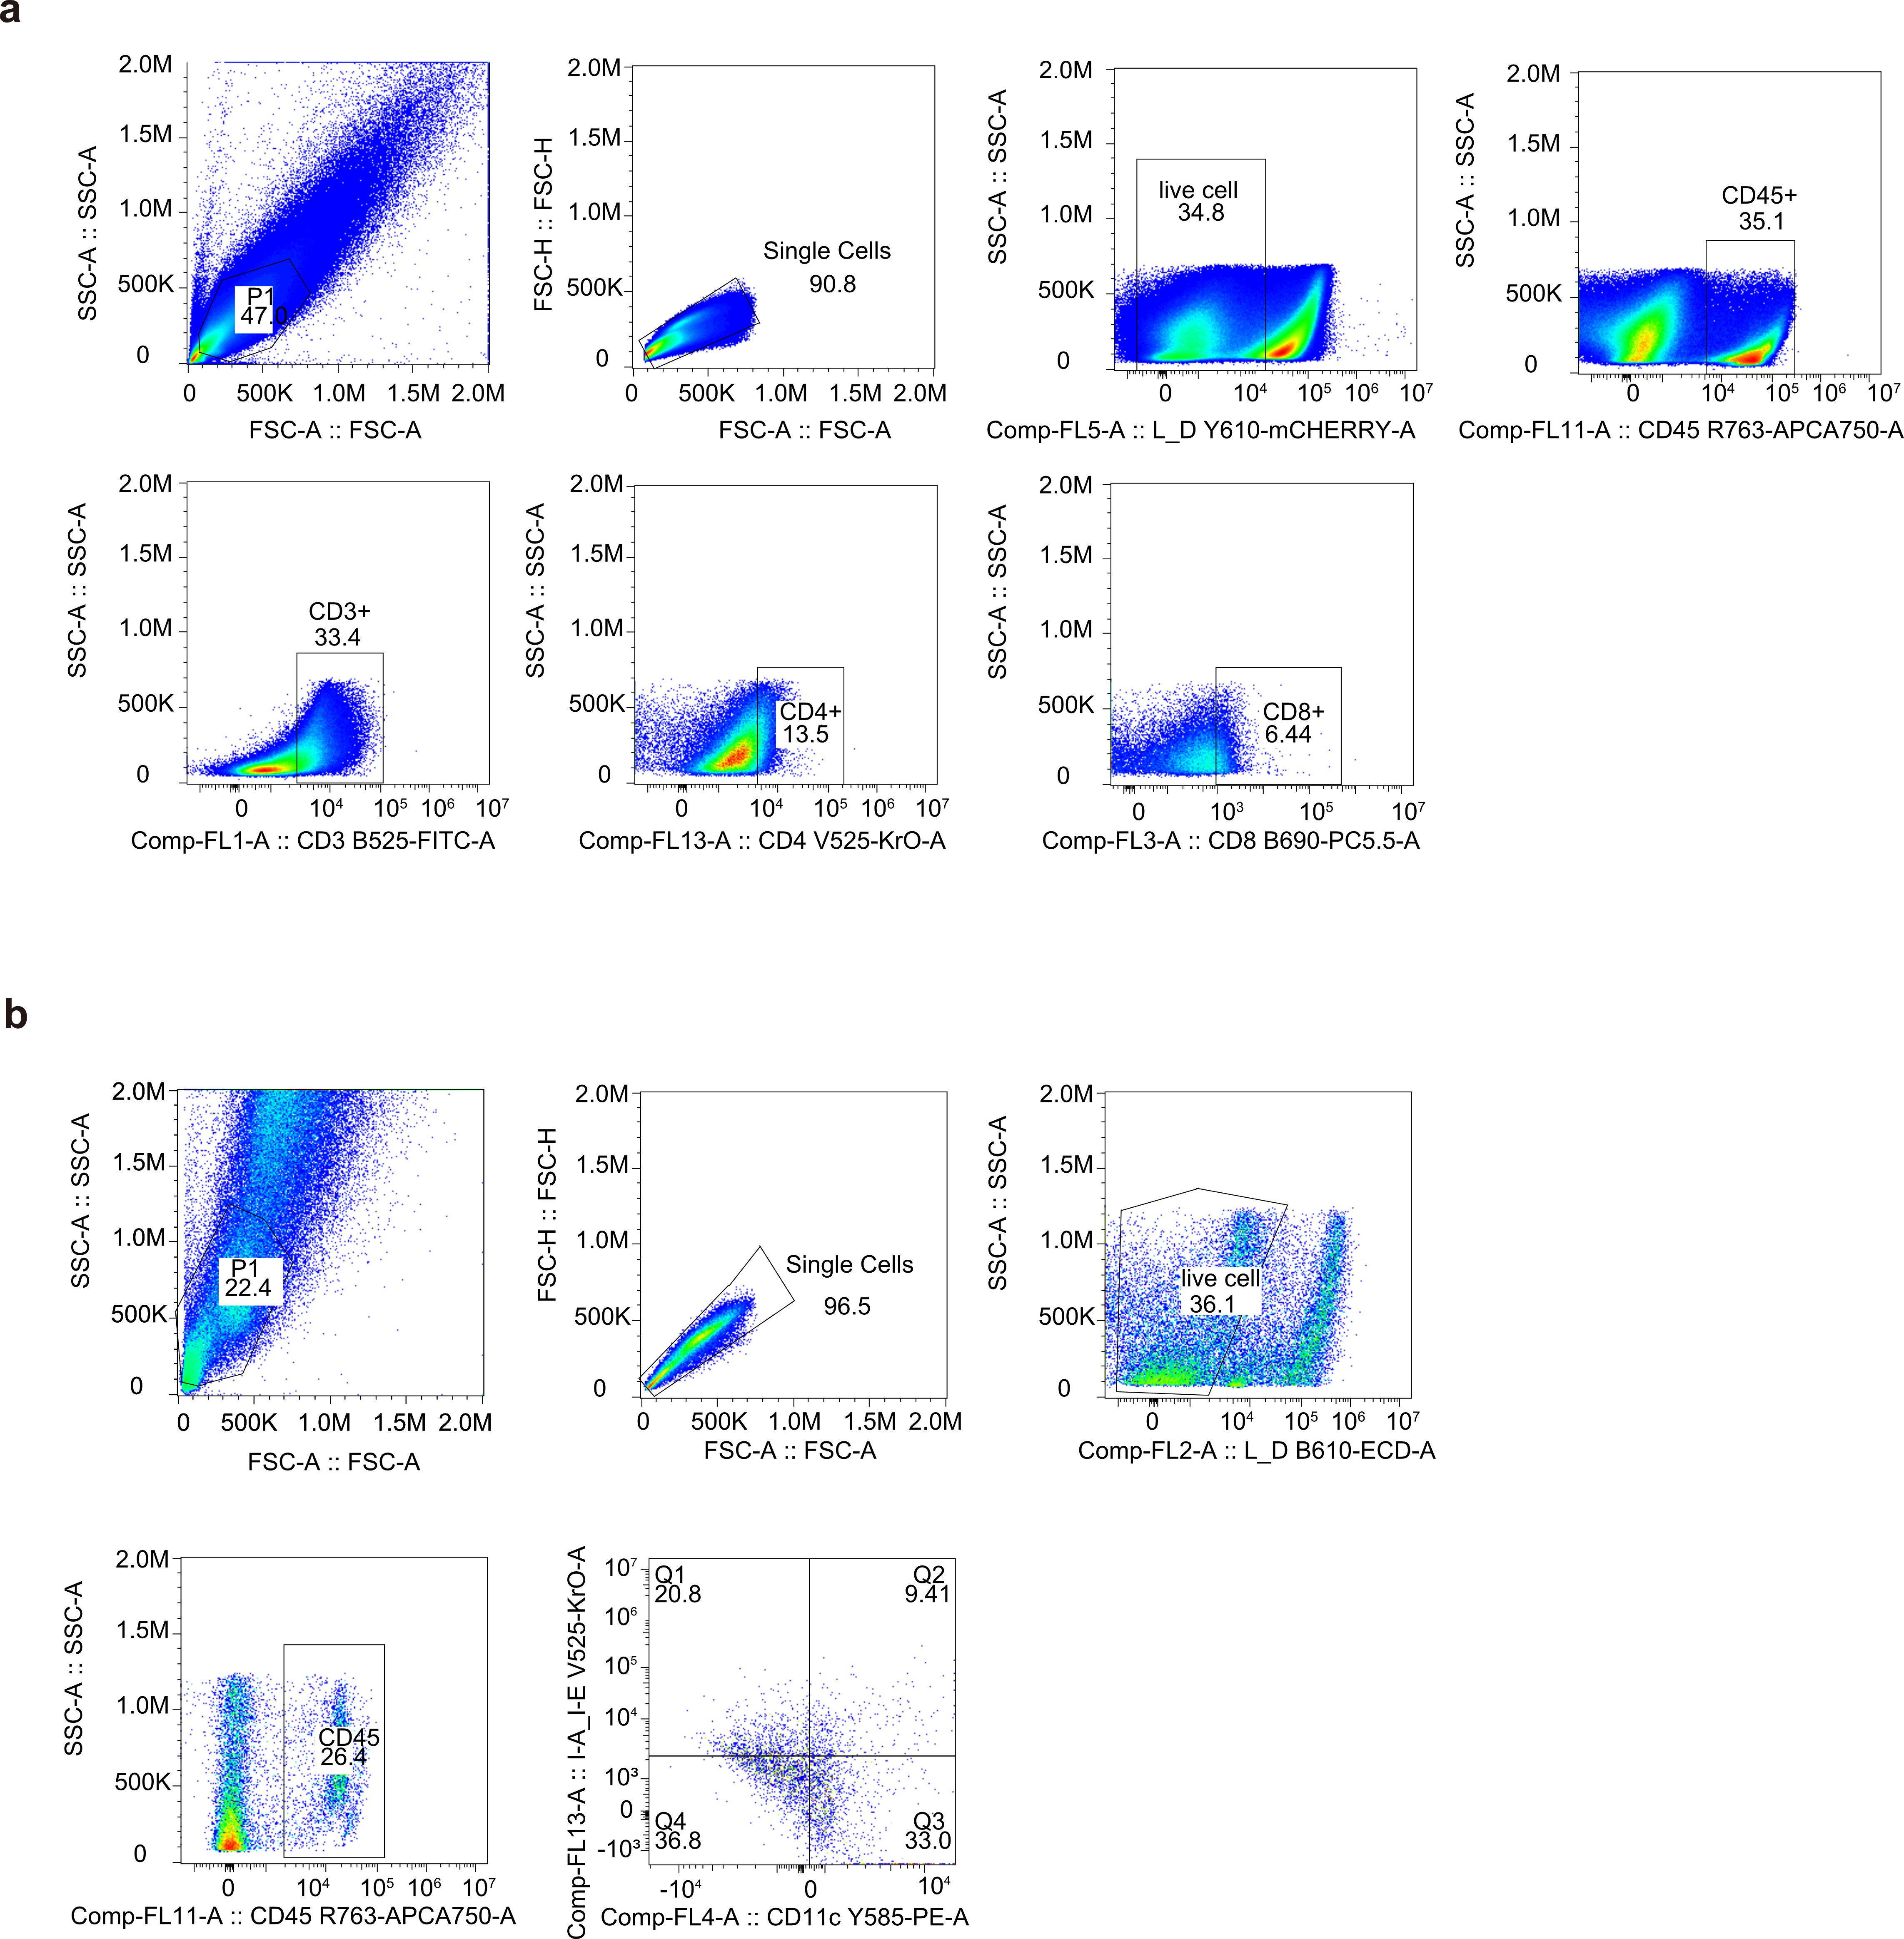

Supplementary Fig. 6: Flow cytometry gating plots of CD8^+^ T cells and dendritic cells.

**a**, Flow cytometry gating plots for quantifying CD8^+^ cells in CD45^+^ cells. **b**, Flow cytometry gating plots for quantifying MHC-class-Ⅱ^+^, CD11c^+^ cells in CD45^+^ cells.

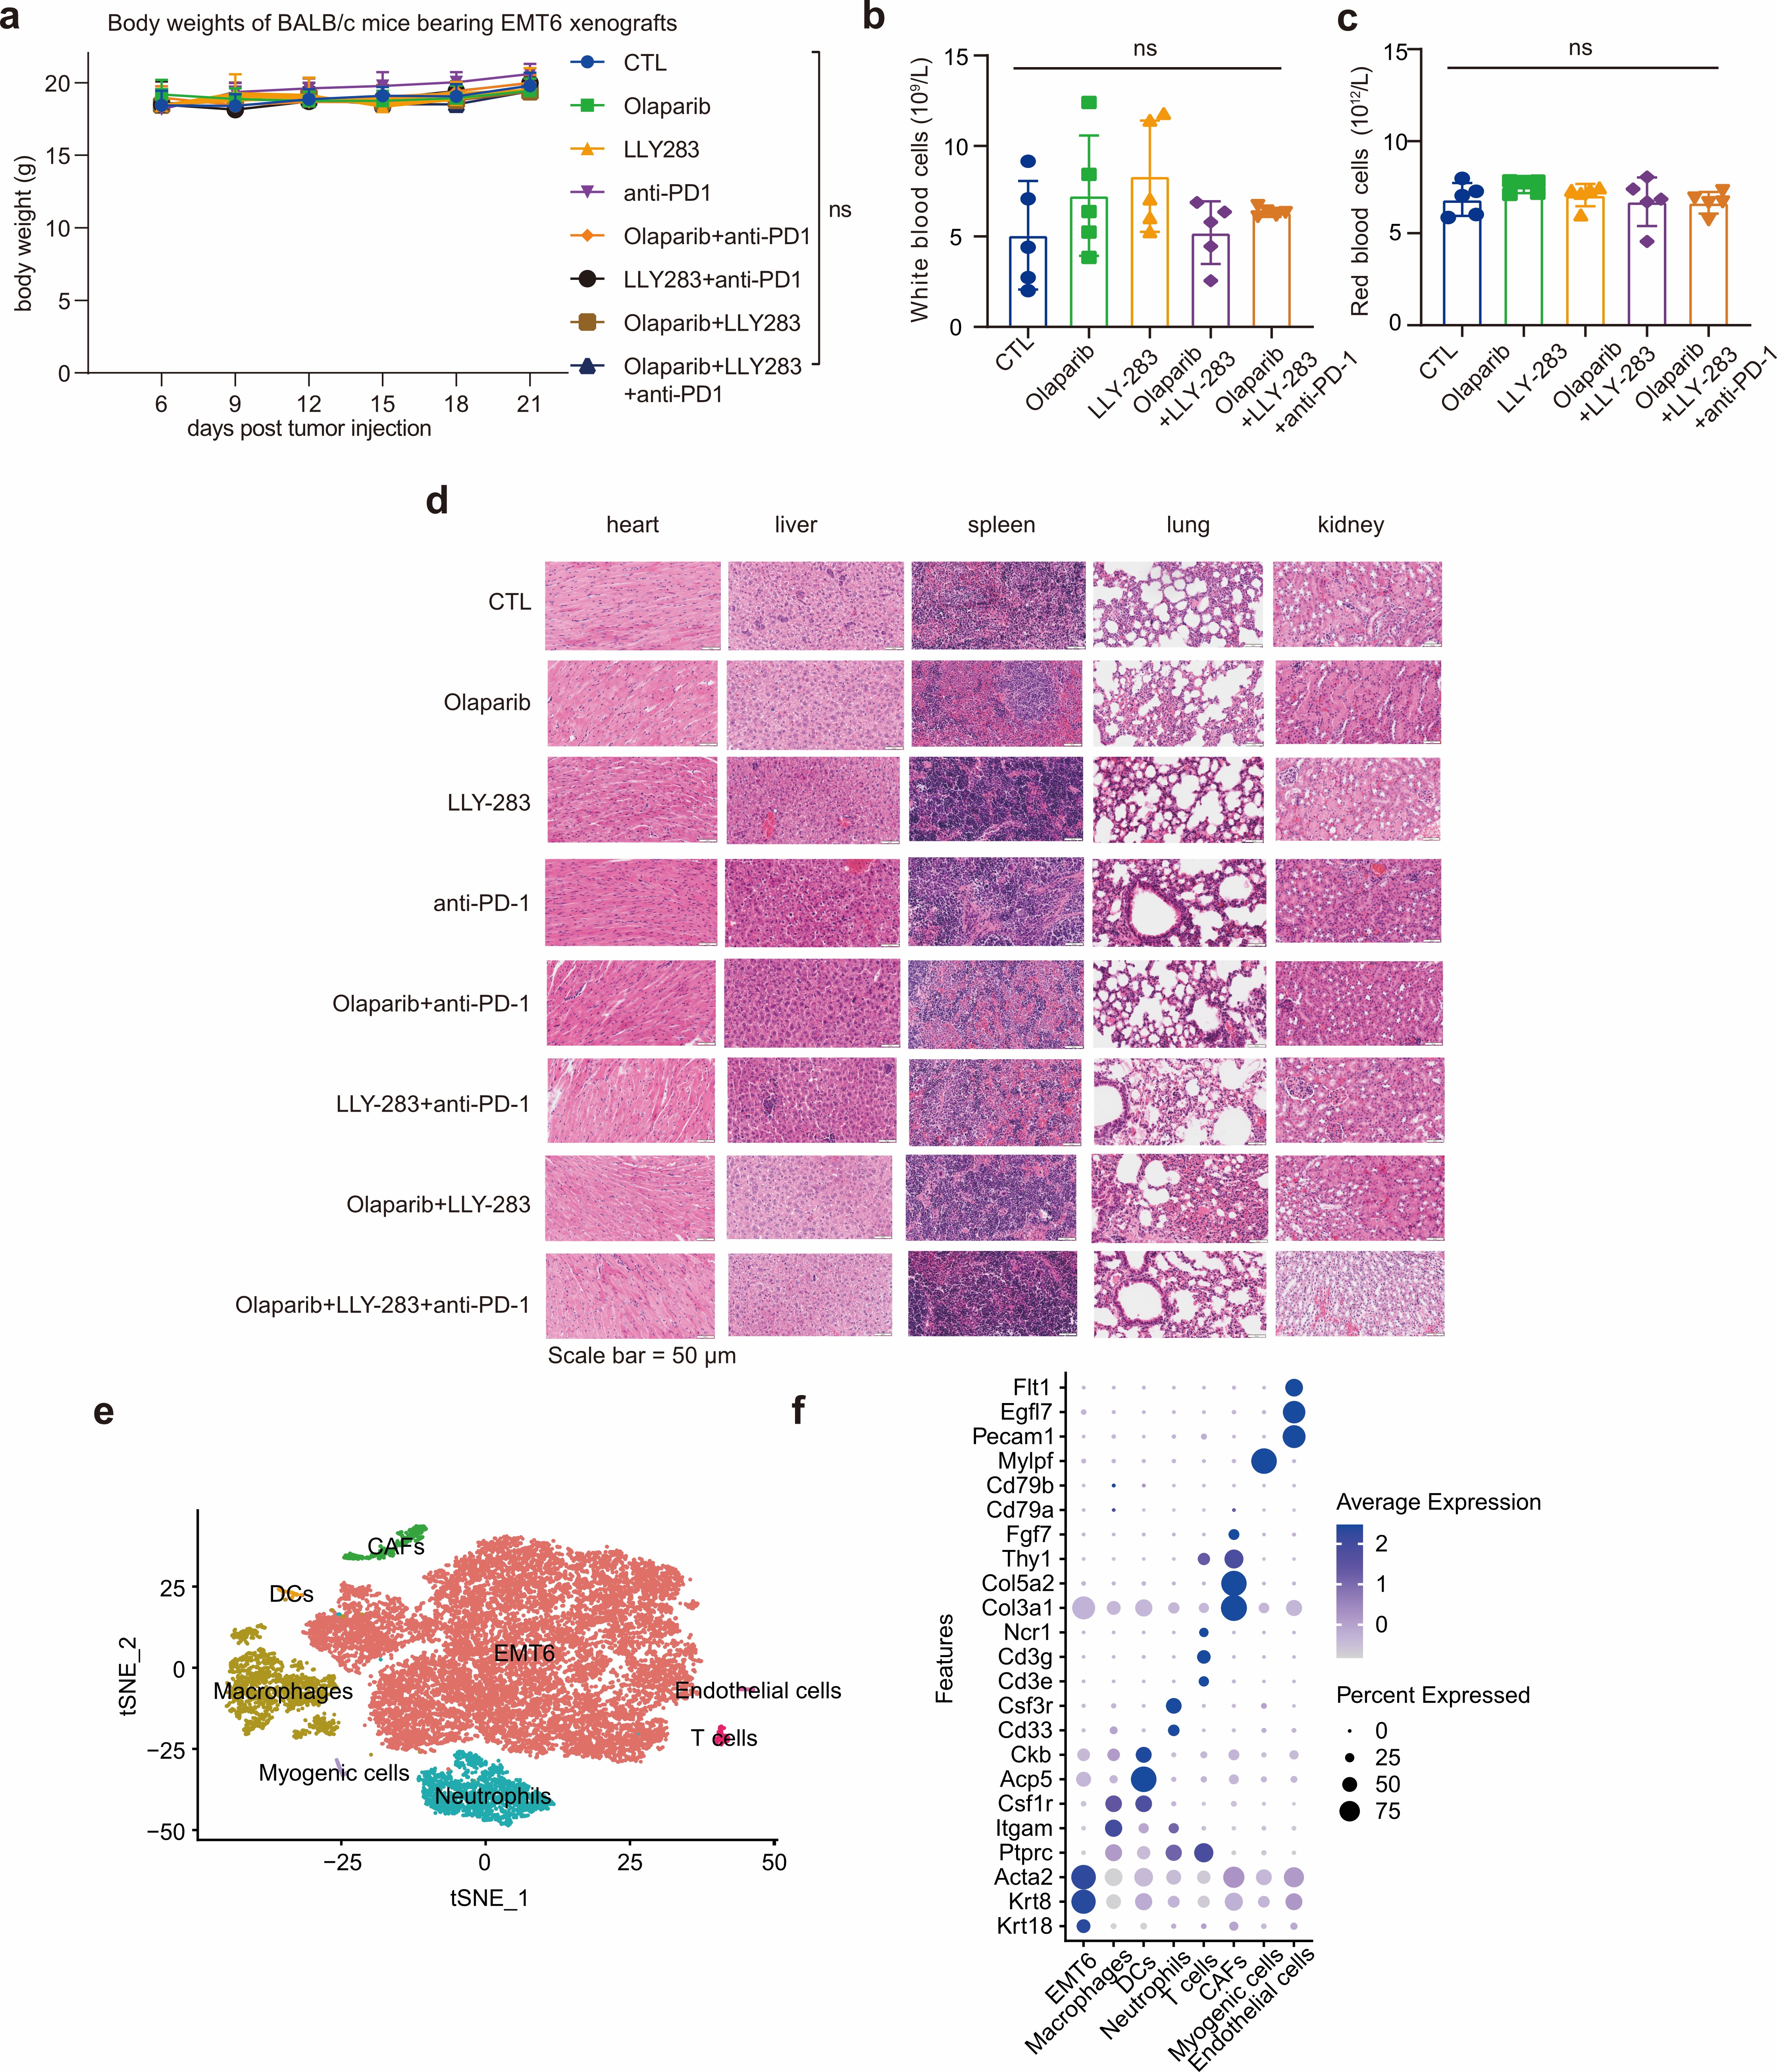

Supplementary Fig. 7: Olaparib enhances the efficacy of PRMT5 inhibition combined with anti-PD-1 immunotherapy.

**a-c**, Body weight (**a**), red blood cell counts (**b**) and white blood cell counts (**c**) of BALB/c mice bearing EMT6 xenografts were treated with LLY-283 (50 mg/kg, 3-day on and 4-day off), Olaparib (50 mg/kg, every day) and anti-PD-1 (200µg/mouse), alone or in combination. Data are shown as mean ± s.d., *n* = 5 or 8 per group, two-sided unpaired *t*-test. **d**, HE staining of the heart, liver, spleen, lung, and kidney tissue were performed. Scale bar, 50 µm. **e**, t-SNE plot of cell clusters of EMT6 tumors from two-drug (Olaparib and LLY-283) combination and three-drug (Olaparib, LLY-283 and anti-PD-1) combination groups. **f**, Dotplot of canonical marker genes used to annotate each cell cluster across all single-cell transcriptomes.

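The genes of Supplementary Fig. 7f were examined in the classes named from the fixed markers, over both libraries together. Of the 19 genes that mark a class found here, 18 had their highest share of cells with a UMI in that class, both with all UMIs and after thinning to 1000 UMIs. This counts Acp5 and Ckb as osteoclast markers. Counted for DC-like cells, as the figure draws them, they leave 16 of 19. All 19 genes were also in the lists of markers set for naming the classes, so the count is no independent check. Mylpf was detected in 97.6% of myogenic-like cells and at most 7.32% of any other class, Col5a2 in 95.4% of CAF-like cells and at most 5.12% elsewhere, and Cd3g in 44.2% of T-like cells and at most 1.52% elsewhere. Flt1 was detected in 30.1% of endothelial-like cells and at most 1.97% elsewhere. Krt8 was highest in tumor-like cells (95.1%), with 65.9% in endothelial-like cells, and Krt18 reached 47.6% and 17.9% in the same classes. Csf1r was detected in 71.2% of osteoclast-like cells and 60.4% of macrophage-like cells. The B cell genes Cd79a and Cd79b were found in at most 1.45% and 3.81% of the cells of any class, and Ncr1 in 25.4% of T-like cells.

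Acp5 and Ckb, which Supplementary Fig. 7f draws for the DCs, led 1 cluster of 66 cells, 41 of the Olaparib + LLY-283 library and 25 of the Combo library. All 10 osteoclast markers were over 2-fold higher in that cluster, so it was named osteoclast-like. Acp5 was detected in 95.1% and 100% of its cells in the Olaparib + LLY-283 and Combo libraries, against 6.78% and 23.9% of DC-like cells. Flt3, a dendritic cell gene, was found in 0 of the 41 and 0 of the 25 cells, which allows shares of up to 7.32% and 12.0%. It was also found in 0 of the 59 DC-like cells of the Olaparib + LLY-283 library, which allows a share of up to 5.08%, and in 30.4% [17.7 to 45.7] of those of the Combo library. Flt3 therefore separates these classes in the Combo library only.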

How the deposited data were processed for this re-analysis (not part of the article)

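Single-cell RNA sequencing of EMT6 tumors was analysed in 2 libraries, 1 of the Olaparib + LLY-283 group and 1 of the Combo group (Olaparib + LLY-283 + anti-PD-1), each from 3 mice pooled. The authors deposited a count matrix per library, with the number of UMIs per gene and cell and no normalization. The paper's methods name Cell Ranger v7.0.0, and the header of the matrices names version 6.1.2. Gene positions and types are from GENCODE M21, which holds all gene identifiers of the matrices. No other experiment of the paper is analysed here.

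Cells with at least 200 genes and under 20% mitochondrial UMIs were kept. Doublets were called in each library by Scrublet, as run by scanpy 1.11.5, with an expected rate of 0.8% per 1000 cells. They were called once, on the cells that passed this filter, and the calls were reused under every alternative, because a run on the unfiltered cells called almost none. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen by rank within each library, and 30 principal components were taken. Cells were joined to 20 nearest neighbors and clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.3, the paper's value. The genes of Figures 5k and 5l, the other MHC genes and the interferon genes of Table S3 were left out of the variable genes. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

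Clusters were named from lists of markers that were set before the data were examined. The rule that applies these lists was set after the data had been seen and was the last of several that were looked at, chosen in part because the T-like name held under every clustering setting. Under this rule, the fold of a gene is its CPM in a cluster over that in all other cells, with 1 CPM added to both. A cluster takes the class with the highest mean log2 fold over its markers, where that mean is at least 1, at least 3 markers are over 2-fold higher, and no other class has more markers among the 10 leading genes. The leading genes were taken among genes with a UMI in at least 10% of the cluster's cells, with the compared genes left out. A cluster with a low median UMI count for its library, under 1 part in 3, and none of its own markers among the 10 leading genes stays unnamed. The T-like cluster lies below this depth and keeps its name through the markers among its leading genes. A grid of 24 definitions of the fold, written afterwards, does not list the exact definitions that were looked at. The keratin rule for tumor-like clusters, over 2-fold above the median of the clusters with another name, was also set after the data had been seen.

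For each gene and class, the share of cells with a UMI was computed with all UMIs and after each cell was thinned at random to 1000 UMIs, with shallower cells left out. Thinning was repeated in 200 draws. UMIs were also summed over a class and given as CPM. Differences in share are given without an interval. Shares have exact Clopper-Pearson intervals and CPM exact Poisson intervals, both at 95%. These cover counting error only. With 1 library per group, the group, the pool of mice and the library cannot be separated, so no p-value, standard error or count of changed genes is given. Where a share is 0, the upper limit is that of 3 cells.

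The named genes are all those the paper names for the single-cell experiment that are discussed here, and the 5 genes with the largest log2 ratio of CPM in each direction in T-like, DC-like and tumor-like cells. That ranking covered genes with at least 100 UMIs over both libraries in T-like and DC-like cells and at least 1000 in tumor-like cells, with 0.5 UMIs added to each count. Cd8a, Cd8b1, Cd4, Foxp3, Ifng, Havcr2 and Pdcd1 were named in advance as markers of T cell states. Gzmc was chosen after its values were seen. For the interferon lists, genes with at least 20 UMIs were used, and their median log2 ratio was set against 10000 random lists matched for expression in 50 bins.

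The procedure was tested on simulated data. Of 200 genes changed in simulated tumor-like cells, 199 came out within 0.2 of the change put in on the log2 scale, and 0 of 9487 unchanged genes moved by over 0.5. In simulated DC-like cells with no change, the mean difference in share was 36.6 percentage points with all UMIs and 0.0028 after thinning. Alternatives set before the data were examined changed the cell filter, the doublets, the resolution, the principal components, the left-out genes, the thinning and the definition of T-like and DC-like cells.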

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

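All tests in this part were chosen only after the result was seen.

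The paper reports no osteoclast group, yet the cells that lead in Acp5 and Ckb carried Ctsk (ENSMUSG00000028111; chromosome 3, 95499256 to 95509362), a protease gene of osteoclasts, in 92.7% [80.1 to 98.5] of the cells of the Olaparib + LLY-283 library and 96.0% [79.6 to 99.9] of those of the Combo library. Ctsk was found in 0 of 59 and 0 of 46 DC-like cells. Doublets of macrophages with other cells would bring the abundant macrophage transcript C1qa. Its level in these cells was 21.2 CPM in the Combo library and 0 UMIs in the Olaparib + LLY-283 library, against 2538 CPM in macrophage-like cells of the Combo library, which argues against such doublets. A set of osteoclast-like cells is a hypothesis that stays open. Its share among non-tumor cells was 1.87% [1.35 to 2.53] in the Olaparib + LLY-283 library and 1.04% [0.672 to 1.53] in the Combo library. These intervals overlap, which does not rule out a difference. No interval of the difference was computed, so whether the share differs between the groups stays open.

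Outside the genes the paper discusses, Gzmc (ENSMUSG00000079186; chromosome 14, 56231441 to 56234656) reached 9302 CPM [9004 to 9608] in T-like cells of the Combo library, against 920 [719 to 1161] in the Olaparib + LLY-283 library. Gzmc was chosen after its values were seen, and it is among the leading genes of the T-like cluster. Gzmd, Gzmf and Gzmg were also higher. In the Combo library, the 5 T-like cells with the most UMIs of a gene held at least 96.5% for each of these 4 genes. The difference therefore rests on a few cells. Free RNA would give a like level in other cells, but the highest level among the 4 genes in tumor-like cells of that library was 2.98 CPM, against a lowest of 1096 CPM in T-like cells. Most of the UMIs lay in T-like cells with a UMI of Ncr1 or Klrb1c: 98.7% for Gzmc, 97.0% for Gzmd, 81.4% for Gzmf and 99.8% for Gzmg. Without these cells, Gzmc was at 287 CPM in the Combo library, all of it in 1 cell, and at 55.3 CPM in the Olaparib + LLY-283 library. Gzmf was at 1406 CPM in the Combo library, all of it in 2 cells, and at 36.9 CPM in the Olaparib + LLY-283 library. Gzmd was at 287 and 111 CPM, and Gzmg at 5.86 and 0 CPM, in the same order. Cells with natural killer genes and other T-like cells cannot be told apart as the source, because so few cells carry these genes and a UMI of Ncr1 or Klrb1c is found more readily in deeper cells. No rise across T-like cells is shown. Whether a few such cells go with the anti-PD-1 treatment stays open, since each group is 1 pooled sample.

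In tumor-like cells, Il24 (ENSMUSG00000026420; chromosome 1, 130882074 to 130887454) had the largest log2 ratio of CPM among 9687 genes, 2.87, from 3.12 CPM in the Olaparib + LLY-283 library to 22.9 CPM in the Combo library. Il24 leads tumor clusters that come mostly from the Combo library, 1 of 18 and 347 cells and 1 of 21 and 224 cells of the Olaparib + LLY-283 and Combo libraries. Without the 3 tumor clusters with over 90% of their cells from 1 library, the ratio was 1.45, over 267 and 889 UMIs, against a median of 0.06 over all genes. These clusters therefore account for part of the ratio and not for all of it. A difference between the treatments, between the pools of mice or between the libraries stays open and was not tested.

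The long noncoding RNA AW112010 (ENSMUSG00000075010; chromosome 19, 11047612 to 11055808) had a log2 ratio of 2.61 in tumor-like cells, from 6.92 to 42.3 CPM. Without the same 3 clusters it was 1.85. T-like cells hold far more of this RNA, at 2955 and 1971 CPM, so free RNA from immune cells was tested. Among 11 tumor clusters with at least 100 Combo cells, AW112010 spread 13.0-fold, from 11.2 to 146 CPM, while the immune transcripts S100a9 and C1qa spread 1.79-fold and 1.63-fold. The free RNA read from the immune markers would give 3.02 CPM. Both values argue against free RNA as the cause, and a difference between the treatments, the pools or the libraries stays open.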

How the results depend on the processing

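The alternatives chosen after seeing the data were the expected share and the counts over all draws, T-like cells without natural killer genes, the cells that lead in Acp5 and Ckb with all UMIs, the set-apart cells counted among the non-tumor cells, and the interferon lists without the tumor clusters from mostly 1 library; the tests of the other alternatives were set before.

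The mean difference in share over the genes of Figure 5k in T-like cells was 23.5 percentage points without thinning. No interval of the mean was computed. Under the other alternatives the mean difference lay between -12.4 and 5.38. The lowest was over non-tumor cells with a UMI of Cd3e, Cd3d or Cd3g, and the highest after thinning to 500 UMIs. Over the genes of Figure 5l, the mean difference was 19.1 percentage points in DC-like cells without thinning and 25.2 in the cells that lead in Acp5 and Ckb without thinning, and between -7.30 and 2.18 under the other alternatives. Simulated cells with no change also gave a difference with all UMIs. How much of the change in T-like cells came from depth stays open. After thinning to 1000 UMIs the 5 genes went in opposite directions, and some directions changed with the depth or the draw.

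Thinning limits what can be seen. At 2000 UMIs, 5 T-like cells of the Olaparib + LLY-283 library remained, against 58 of the Combo library. In 1 draw the difference in share was 0.69 percentage points for Il2ra and -5.52 for Cd69. Over 200 draws at that depth, Il2ra was higher in the Combo library in 186 and Cd69 in 25. The expected differences were 4.81 and -3.43 points. Over 200 draws at 1000 UMIs, the Il2ra share was higher in the Combo library in 200 and the Cd69 share in 199, with intervals apart in 1 draw each. The single draw to 500 UMIs had the intervals of Il2ra apart, which 3 of 200 draws did (1.5%). With called doublets kept, the single draw to 1000 UMIs also had them apart, at 0% of 36 cells and 19.7% of 61. Under the other alternatives with thinning the intervals of Il2ra overlapped.

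The share of T-like cells among non-tumor cells of the Olaparib + LLY-283 library was 1.57% with called doublets kept and 2.57% with the set-apart cells counted, and that of the Combo library 1.85% with called doublets kept. The share of DC-like cells of the Olaparib + LLY-283 library was 3.77% with at least 500 genes and under 10% mitochondrial UMIs, 1.26% with called doublets kept, 1.01% with 10 principal components, 3.92% with the compared genes kept, and 2.02% with the set-apart cells counted. The set-apart cells change the share through its denominator. With called doublets kept, the non-tumor cells of the Olaparib + LLY-283 library rose from 2190 to 5493 while T-like cells rose from 75 to 86 and DC-like cells from 59 to 69, and those of the Combo library rose from 2413 to 3398 with 63 T-like cells, so the shares fell through the denominator too. With at least 500 genes the non-tumor cells fell to 1510, with 57 DC-like cells. With 10 principal components and with the compared genes kept, 22 and 86 cells were DC-like, and the cause was not tested. The remaining shares of T-like and DC-like cells stayed within their intervals under every alternative.

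Among single genes and lists, 163 values were compared with those of the main setting. The sign changed in 41. None of the 41 belongs to Il2ra or the interferon lists. The 41 include Prf1 with no thinning, at 20.5 percentage points. The median log2 ratio of the interferon lists was 0.16 (alpha) and 0.13 (gamma) with tumor-like cells thinned to 2000 UMIs, and 0.14 for both without the clusters from mostly 1 library.

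No cluster was named NK-like, so T-like and NK-like cells together gave no separate value. No paired analysis was possible because each group is 1 library of pooled tumors.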

Differences from the paper's values

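The cells that lead in Acp5 and Ckb with all UMIs, T-like cells without natural killer genes and the expected share over all draws were tests chosen only after the values were seen; the other alternatives were set before the data were examined. The paper's values are shares of cells read by eye from its dot plots. A value is said to differ where it lies outside the interval found here and 1 of the values is over 1.5 times the other, and to be reached where it does not differ.

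For T-like cells in Fig. 5k, the paper's share of Prf1 in the Combo group is about 35%, against 16.4% here, and it was reached with no thinning (36.5%) and after thinning to 2000 UMIs (25.9%). Over T-like cells with a UMI of Cd8a or Cd8b1 it was farther away, at 7.69% [0.195 to 36.0] of 13 cells, and did not differ only because the interval is wide. The paper's share of Cd69 in the Combo group is about 42%, against 19.7% here. It was reached with at least 500 genes and under 10% mitochondrial UMIs (29.8%), with no thinning (49.2%), after thinning to 2000 UMIs (34.5%), and over T-like cells without natural killer genes (40.0%), an alternative chosen after seeing the values. The paper's share of Prf1 in the Olaparib + LLY-283 group is about 6%, against 20.7% here. It was reached after thinning to 500 UMIs (9.33%). After thinning to 2000 UMIs (20.0% [0.505 to 71.6] of 5 cells) and over T-like cells with a UMI of Cd8a or Cd8b1 (25.0% [3.19 to 65.1] of 8 cells) it did not differ only because the intervals are wide. Under the other alternatives these values still differed. In all, 3 of 8 values of Fig. 5k differed, 1 with no thinning and 0 after thinning to 2000 UMIs, which leaves 5 cells in the Olaparib + LLY-283 library. More values differed under other alternatives: 5 with the expected share over all draws, after thinning to 500 UMIs, with 10 principal components or with the compared genes kept, and 6 over non-tumor cells with a UMI of Cd3e, Cd3d or Cd3g. The paper's share of Nkg7 in the Combo group, about 60%, lies outside the interval of 41.0% [28.6 to 54.3] but is less than 1.5 times that share.

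For the DCs of Fig. 5l, 10 of 12 values differed from those of DC-like cells. In the Combo group, the paper's share of H2-T23 is about 44%, against 13.0% here, and was reached with no thinning (58.7%) and after thinning to 2000 UMIs (28.9%). The paper's share of H2-Q4 is about 53%, against 15.2%, and that of H2-K2 about 27%, against 6.52%; both were reached with no thinning, at 52.2% and 41.3%. The paper's share of H2-Eb1 is about 17%, against 76.1%. Over the clusters that lead in Acp5 and Ckb after thinning, 4.17% [0.105 to 21.1] of 24 cells, it did not differ only because the interval is wide. The paper's shares of H2-Aa and H2-Ab1 are about 35% and about 30%, against 82.6% and 73.9%, and were reached over non-tumor cells with a UMI of Flt3 or Zbtb46 and none of Cd3e, Cd3d or Cd3g (43.2% and 34.1%).

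In the Olaparib + LLY-283 group, the paper's share of H2-Q4 in Fig. 5l is about 24%, against 5.88% here. It was reached with no thinning (22.0%) and after thinning to 2000 UMIs (24.0%). Over the Flt3 or Zbtb46 cells, 8.33% [0.211 to 38.5] of 12 cells, it did not differ only because the interval is wide. The paper's shares of H2-Aa, H2-Ab1 and H2-DMa are about 5%, about 9% and about 12%, against 94.1%, 88.2% and 51%. Over the clusters that lead in Acp5 and Ckb after thinning, H2-DMa was reached, at 8.33%. H2-Aa, at 0% of 36 cells, and H2-Ab1, at 2.78% [0.0703 to 14.5], did not differ only because the intervals are wide. The same holds for H2-DMa over the Flt3 or Zbtb46 cells (25.0% [5.49 to 57.2] of 12 cells). Under the remaining alternatives set before the data were examined these values still differed.

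Over the clusters that lead in Acp5 and Ckb with all UMIs, a setting chosen after seeing the values, 11 of the 12 values of Fig. 5l did not differ. In the Combo group they were 44.0% for H2-T23, 52.0% for H2-Q4, 16.0% for H2-Eb1, 36.0% for H2-Aa, 32.0% for H2-Ab1 and 20.0% for H2-K2, and in the Olaparib + LLY-283 group 19.5% for H2-Q4, 12.2% for H2-Ab1 and 17.1% for H2-DMa. H2-Aa in the Olaparib + LLY-283 group was 14.6% and still differed.

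The paper lists Acp5 and Ckb as genes of the DCs in Supplementary Fig. 7f. Here both were highest in osteoclast-like cells, in 97.0% and 63.6% of the cells. The paper lists Csf1r for macrophages, and its share was highest in osteoclast-like cells. With Acp5 and Ckb counted for DC-like cells, as the paper draws them, 16 of 19 genes were highest in their class, and the exceptions are these 3 genes. The paper's Table S15 lists NK cells, by Ncr1, as a group apart from T cells, and no cluster took the NK-like name here.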

Other observations

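The tests chosen only after the result was seen were those of Gzmb, Prf1 and Cd69 against natural killer genes, of the shares of Fig. 5l against osteoclast-like cells, and of the interferon lists, although thinning of the interferon lists was set before as an alternative and their comparison with random lists replaced a limit on the part kept; for the shares of Figures 5k and 5l, the tests of depth, natural killer cells, free RNA, osteoclast-like cells and regulatory T cells were written before, but the measures for depth, natural killer cells and osteoclast-like cells were changed after the values were seen.

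The share of T-like cells with a UMI was higher in the Combo library for all 5 genes of Figure 5k with all UMIs. Free RNA does not account for it, with at most 0.105% of tumor-like cells carrying a UMI at equal depth against at least 3.45% of T-like cells. Depth cannot be told apart from a difference between the libraries. With all UMIs the intervals of Cd69 and Il2ra lay apart, and after thinning all 5 pairs overlapped. At 1000 UMIs the Il2ra share was higher in the Combo library in 200 of 200 draws. The direction of other genes depends on the depth and, for some, on the draw. At 1000 UMIs, Nkg7, Gzmb and Prf1 were lower in the Combo library. At 500 UMIs, which keeps all 75 and 63 cells, Nkg7 was higher by 2.41 percentage points and Prf1 by 8.13, with Prf1 higher in 175 of 200 draws and Nkg7 in 102. At 2000 UMIs, with 5 and 58 cells, 1 draw had Gzmb higher by 4.83 points and Prf1 by 5.86. Over 200 draws at that depth, Gzmb was higher in 199. Prf1 was higher in 89, with an expected difference of -2.11 points. Apart from Il2ra at 500 UMIs, the intervals of the shares in the single draws at both depths overlapped. Natural killer cells counted as T cells cannot be told apart either for the 5 genes as a set. With all UMIs and without cells that carry Ncr1 or Klrb1c, Il2ra was found in 3.51% [0.428 to 12.1] and 40.5% [25.6 to 56.7]. Cd69 was found in 12.3% [5.08 to 23.7] and 52.4% [36.4 to 68.0], so the intervals of both lay apart. Those of Nkg7, Gzmb and Prf1 overlapped. These shares still hold the difference in depth. Among T-like cells with a Cd3 UMI and none of Ncr1 or Klrb1c, the thinned share of Il2ra was 7.14% [0.181 to 33.9] of 14 cells in the Olaparib + LLY-283 library. In the Combo library it was 25.0% [11.5 to 43.4] of 32 cells. All T-like cells with none of Ncr1 or Klrb1c numbered 18 and 40 after thinning. In them, 1 draw gave differences of 27.5 points for Il2ra and 28.9 for Cd69. It gave -36.1, -27.5 and -27.8 for Nkg7, Gzmb and Prf1. The intervals of the shares lay apart for Prf1 only. The size depends on the draw. The expected differences were 14.0 and 14.4 points for Il2ra and Cd69. For Nkg7, Gzmb and Prf1 they were -24.4, -17.0 and -18.6 points.

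The higher shares of Figure 5l in DC-like cells went with depth per cell. With all UMIs the intervals lay apart for 3 genes of 7, and after thinning all 7 pairs overlapped. The class II genes H2-Eb1, H2-Aa, H2-Ab1 and H2-DMa were lower in the Combo library at 1000 UMIs, with overlapping intervals. In single draws, the difference was -18.3 points for H2-Ab1 at 500 UMIs. At 2000 UMIs the differences were -16.0 for H2-Ab1 and -22.2 for H2-DMa. The intervals of these shares overlapped too. The CPM of all 7 genes overlapped as well. Whether osteoclast-like cells counted as dendritic cells add to the higher shares with all UMIs cannot be told apart from depth. After thinning, the cells that lead in Acp5 and Ckb had a mean difference of 2.18 percentage points, and the intervals of all 7 genes overlapped.

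The levels of the class II genes in Fig. 5l may come from osteoclast-like cells counted as DCs: 11 of the 12 values read from that figure did not differ from the cells that lead in Acp5 and Ckb, against 4 for DC-like cells, both with all UMIs. This is a hypothesis found and tested on the same data.

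Regulatory T cells cannot be told apart from other T cells as the source of the Il2ra share, because Foxp3 UMIs were found in only 4 and 5 T-like cells of the Olaparib + LLY-283 and Combo libraries. In the Combo library, cells with Foxp3 held 25.5% of the Il2ra UMIs, cells with Cd8a or Cd8b1 and no Foxp3 17.6%, and cells with none of these genes 56.9%. In the Olaparib + LLY-283 library, 1 cell with Foxp3 held 7 of the 8 Il2ra UMIs (87.5%).

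The higher CPM of Gzmb and Prf1 in T-like cells of the Combo library went with cells that carry natural killer genes: without them, Prf1 was at 129 CPM in the Combo library and 332 in the Olaparib + LLY-283 library. For Cd69 the same cells do not account for the difference, with 422 CPM against 166 without them. A UMI of Ncr1 or Klrb1c is found more readily in the deeper Combo cells, which limits both tests.

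In T-like cells, the CPM of Cd8a was 207 [119 to 337] and 98.9 [70.3 to 135] in the Olaparib + LLY-283 and Combo libraries, and that of Cd8b1 415 [284 to 586] and 122 [89.8 to 161]. Ifng was at 38.9 [8.02 to 114] and 264 [215 to 320] CPM, with 98.1% of its Combo UMIs in 5 cells. Havcr2 was at 25.9 [3.14 to 93.7] and 101 [72.5 to 138] CPM and Pdcd1 at 104 [44.8 to 204] and 170 [132 to 216] CPM, with overlapping intervals, as for Cd4 and Foxp3.

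The largest rises in T-like cells were in Gzmg, Gzmf, Cma1, Ccl1 and Gzmd. Gzmg rose from 0 to 432 UMIs in 4 cells (at least 28.2-fold higher) and Cma1 by at least 6.85-fold. Gzmf rose from 25.9 [3.14 to 93.7] to 3277 [3100 to 3460] CPM. Ccl1 rose from 13.0 [0.328 to 72.2] to 687 [608 to 774] CPM, and Gzmd had a log2 ratio of 4.79. All Combo UMIs of Gzmf and of Cma1 lay in 4 cells and those of Ccl1 in 3, so these rises rest on a few cells. The largest falls were in Mt1 (-1.42), Trbc2, a marker of the class (-1.21), Gzma (-1.19), Ifi27l2a (-1.08) and Klf2 (-1.04), against a median of -0.04 over 665 genes. In DC-like cells they were Mfge8 (2.70), Gm28438 (1.97), Nr4a3 (1.77), Mpeg1 (1.60) and Kctd12 (1.45), and Fabp5 (-2.12), Klf2 (-1.40), Ly6a (-1.25), Eif4ebp1 (-1.21) and Fcgr3 (-1.15). After Il24 and AW112010, tumor-like cells had Etv1 (2.21), 3830403N18Rik (1.91) and Hgf (1.86), and in the other direction Klk10 (-1.50), Qrfp (-1.30), Mgp (-1.24), Ulk4 (-1.17) and S100a7a (-1.16).

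The interferon genes of Table S3 were higher in tumor-like cells of the Combo library, by a median log2 ratio of 0.21 over 88 genes of the alpha list (67 higher, 21 lower) and 0.18 over 179 genes of the gamma list (137 higher, 42 lower), against 0.06 over all 17199 genes and above all 10000 matched lists. With cells thinned to 2000 UMIs, so that each counts the same, the alpha median was 0.16 and the gamma median 0.13. These lie above the upper limits of 0.09 and 0.07 for matched random lists, and keep 82.5% and 78.1% of their distance to all genes. CPM is already relative to all UMIs, so this hardly tests depth. It shows that the difference does not rest on the deepest cells alone. Tumor clusters from mostly 1 library account for part and not for all: without them both medians were 0.14, against upper limits of 0.10 and 0.09, and 66 of 88 alpha genes and 131 of 176 gamma genes were higher. The lists keep 48.0% and 60.5% of their distance. A difference between the treatments, the pools of mice or the libraries stays open and was not tested. Free RNA from immune cells was not tested for these lists either.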
